# MED12 and CDK8/19 Modulate Androgen Receptor Activity and Enzalutamide Response in Prostate Cancer

**DOI:** 10.1210/endocr/bqae114

**Published:** 2024-09-10

**Authors:** Chiara Andolfi, Caterina Bartolini, Elisa Morales, Büşra Gündoğdu, Martin Puhr, Juan Guzman, Sven Wach, Helge Taubert, Achim Aigner, Iris E Eder, Florian Handle, Zoran Culig

**Keywords:** prostate cancer, Mediator complex, androgen receptor, enzalutamide

## Abstract

Prostate cancer progression is driven by androgen receptor (AR) activity, which is a target for therapeutic approaches. Enzalutamide is an AR inhibitor that prolongs the survival of patients with advanced prostate cancer. However, resistance mechanisms arise and impair its efficacy. One of these mechanisms is the expression of AR-V7, a constitutively active AR splice variant. The Mediator complex is a multisubunit protein that modulates gene expression on a genome-wide scale. MED12 and cyclin-dependent kinase (CDK)8, or its paralog CDK19, are components of the kinase module that regulates the proliferation of prostate cancer cells. In this study, we investigated how MED12 and CDK8/19 influence cancer-driven processes in prostate cancer cell lines, focusing on AR activity and the enzalutamide response. We inhibited MED12 expression and CDK8/19 activity in LNCaP (AR^+^, enzalutamide-sensitive), 22Rv1 (AR-V7^+^, enzalutamide-resistant), and PC3 (AR^−^, enzalutamide-insensitive) cells. Both MED12 and CDK8/19 inhibition reduced cell proliferation in all cell lines, and MED12 inhibition reduced proliferation in the respective 3D spheroids. MED12 knockdown significantly inhibited c-Myc protein expression and signaling pathways. In 22Rv1 cells, it consistently inhibited the AR response, prostate-specific antigen (PSA) secretion, AR target genes, and AR-V7 expression. Combined with enzalutamide, MED12 inhibition additively decreased the AR activity in both LNCaP and 22Rv1 cells. CDK8/19 inhibition significantly decreased PSA secretion in LNCaP and 22Rv1 cells and, when combined with enzalutamide, additively reduced proliferation in 22Rv1 cells. Our study revealed that MED12 and CDK8/19 regulate AR activity and that their inhibition may modulate response to enzalutamide in prostate cancer.

Prostate cancer is driven by the androgen receptor (AR), an androgen-dependent transcription factor that promotes cell growth and proliferation (1). Castration-resistant prostate cancer (CRPC) is an advanced form of the disease in which cancer cells can survive despite androgen deprivation, frequently by restoring AR activity (2). Second-generation AR signaling inhibitors, such as enzalutamide, suppress AR activity by competitively inhibiting androgen binding, thereby significantly prolonging CRPC patient survival (3, 4). However, cancer cells ultimately develop resistance to enzalutamide (5). One major mechanism of enzalutamide resistance is the enhanced expression of AR-V7, a constitutively active splice variant of AR that restores AR activity in patients treated with AR signaling inhibitors (6, 7). Other mechanisms, such as the overexpression of AR coactivators, also contribute to the impairment of enzalutamide efficacy (5).

Some subunits of the Mediator complex are coactivators of the AR in prostate cancer (8, 9). The Mediator complex is a multisubunit protein that modulates gene expression on a genome-wide scale. It comprises the preinitiation complex on gene core promoters, where it mediates the interaction between RNA polymerase II and enhancer-bound transcription factors, thus promoting transcription initiation (10, 11). The Mediator complex has a modular structure with the head, middle, and tail modules acting as the main core to which a kinase module can transiently associate (10). The kinase module is a key Mediator complex regulator that can disrupt its interaction with RNA polymerase II and phosphorylate transcription factors, consequently affecting their activity and stability (12-14).

MED12 is an essential subunit of the kinase module that plays a crucial role in preserving the structure of the entire module (15-17). Adler et al showed that MED12 is overexpressed in advanced CRPC compared to early-stage disease (18). They also related MED12 knockdown to decreased cell proliferation and reduced transition to the S stage of the cell cycle (18). Recent findings have shown that MED12 downregulation increased the proliferation of prostate cancer cells under androgen deprivation (19).

Cyclin-dependent kinase (CDK)8 and its alternative paralog, CDK19, are the enzymatic subunits of the kinase module of the Mediator complex (15). In prostate cancer cells, CDK8/19 inhibition downregulates cell proliferation and in vivo metastasis formation (20, 21). Offermann et al demonstrated that combining CDK8/19 with bicalutamide, an AR inhibitor, additively decreased the proliferation of prostate cancer cells (22).

Taken together, these results suggest that MED12 and CDK8/19 play important roles in promoting tumorigenesis and resistance to therapy in prostate cancer cells. Our study investigated how the inhibition of MED12 and CDK8/19 subunits affects cancer signaling pathways and cell processes in prostate cancer, focusing on AR activity and cell responsiveness to enzalutamide.

## Methods

### Cell Lines

LNCaP (RRID: CVCL_1379), 22Rv1 (RRID: CVCL_1045), and PC3 (RRID: CVCL_0035) cells were acquired from the American Type Culture Collection. All cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (PAN-Biotech, #P30-3031), 1% penicillin/streptomycin (PAN-Biotech, #P06-07100), and 1% GlutaMAX (Thermo Fisher Scientific, #51985026). Cells were cultured at 37 °C and 5% CO_2_ in a humidified atmosphere. All the cell lines were subjected to regular mycoplasma testing. Multiwell plates were coated with poly-D-lysine (Sigma-Aldrich, #P6407) before seeding LNCaP cells. Cell line authentication was performed using short tandem repeat analysis.

### Small Interfering RNA-Mediated Transfection

Cells were seeded in 6-well plates (LNCaP and 22Rv1: 300 000 cells/well; PC3: 250 000 cells/well) and incubated for 24 hours. Cells were transfected with 25 pmol ON-TARGETplus SMARTpools (Dharmacon, Horizon Discovery) [siCtrl: nontargeting pool, #D-001810-10-05; siMED12: human MED12 small interfering RNA (siRNA)], #L-009092-00-0005) and 7.5 µL of Lipofectamine RNAiMAX (Thermo Fisher Scientific, #13778150). Transfection was performed according to the manufacturer's instructions. The experimental endpoints were set at 3 and 6 days after transfection for 2D cell lines and at 7 days for 3D models (spheroids).

### Cell Proliferation Assay

The proliferation of adherent cells seeded in 6-well plates was evaluated 3 and 6 days after transfection. At both end time points, the cells were incubated with Hoechst 333423342 nucleic acid stain (Thermo Fisher Scientific, #H3570) at a 1:2000 dilution for 20 minutes. Cell nuclei were visualized using fluorescence imaging (CELENA^®^ S Digital Imaging System, Logos Biosystems) and counted using the Fiji ImageJ software.

### Formation and Analysis of Spheroids

Three days after siRNA transfection, spheroids were generated in 96-well plates (Corning^®^ 96 Well Clear Round Bottom Ultra Low Attachment Microplate, Corning, #COR7007), and all downstream analyses were performed after 4 days. Spheroids were harvested and lysed with 25 µL 1× DNA/RNA Shield (Zymo Research, #R1100-50). Cell number estimation was performed by measuring the total DNA content of spheroids using the Qubit 1× dsDNA Assay Kit (Thermo Fisher Scientific, #Q33230) and comparing it with a standard known cell number.

### RNA Extraction and Reverse Transcription-Quantitative PCR

Total RNA was extracted from the cells using the EXTRACTME TOTAL RNA KIT (#EM09.2, Blirt S.A.) and quantified using a NanoDrop^™^ 2000/2000c (Thermo Fisher Scientific, #ND2000CLAPTOP). Total RNA from the spheroids was extracted using the Quick-RNA MagBead kit (Zymo, #R2132).

cDNA was synthesized using the LunaScript^®^ RT SuperMix Kit (New England Biolabs, #M3010X), and gene expression was quantified by quantitative PCR (qPCR) using the Luna^®^ Universal qPCR Master Mix (New England Biolabs, #M3004X) and the CFX Connect Real-Time PCR Detection System (Bio-Rad, #1855200). qPCR was performed according to the manufacturer's protocol using the TaqMan gene expression assays listed in Supplementary Table 1 (23).

### Prostate-Specific Antigen Quantification

Prostate-specific antigen (PSA) secreted by cells in the medium was quantified using chemiluminescent-based Elecsys total PSA assay (Roche, #04641655 190) and measured on a Cobas^®^ 8000 machine (Roche).

### Western Blot

Protein isolation from the cell pellets was performed in radioimmunoprecipitation assay lysis buffer containing a 5% protease inhibitor cocktail (Merck KGaA, #539134). Protein lysates were quantified using the Bradford protein assay and electrophoretically separated on Bolt^TM^ Bis-Tris Plus Mini Protein Gels (Thermo Fisher Scientific, #NW04122BOX). The proteins were blotted on Amersham™ Protran^®^ nitrocellulose membranes with 0.25 µM pore size (Merck, #10600001). Membranes were blocked within 5% skimmed milk powder (#T145.2, Carl Roth) and incubated with primary antibodies (Table 1). IRDye goat anti-rabbit (RRID: AB_10956166, #926-68071, 1:5000) and anti-mouse (RRID: AB_621842, #926-32210, 1:5000) immunoglobin G secondary antibodies (LI-COR Biosciences) were used to detect the AR, AR-V7, and glyceraldehyde-3-phosphate dehydrogenase signals. Enhanced chemiluminescent horseradish peroxidase-conjugated secondary antibodies (RRID: AB_2313567, Jackson ImmunoResearch, #111-035-003, 1:100 000) were used to detect MED12 and c-MYC signals. Signal detection was performed using the Odyssey CLx near-infrared imager (LI-COR Biosciences) for fluorescent antibodies or using SuperSignal West Femto Maximum Sensitivity ECL Substrate (Thermo Fisher Scientific, #11859290) and ChemiDoc MP (Bio-Rad) for horseradish peroxidase-conjugated antibodies. Signal quantification was performed using the ImageStudio software (version 5.2, LI-COR Biosciences).

**Table 1.** List of primary antibodies

Protein target	Manufacturer	Catalog number	RRID	Dilution	Clonality, species
MED12	Cell Signaling Technology	143604360	AB_2798461	1:1000	Monoclonal, rabbit
c-MYC	Cell Signaling Technology	5605	AB_1903938	1:1000	Monoclonal, rabbit
AR	Cell Signaling Technology	5153	AB_10691711	1:1000	Monoclonal, rabbit
AR-V7	RevMAb Bioscience	31-1109-00	AB_2716436	1:1000	Monoclonal, rabbit
CDK8	Cell Signaling technology	173957395S	AB_2798784	1:1000	Monoclonal, rabbit
CDK19	Santa Cruz Biotechnology	sc-517026	n.a.	1:1000	Monoclonal, mouse
GAPDH	Millipore	MAB374	AB_2107445	1:50 000	Monoclonal, mouse

Abbreviations: AR, androgen receptor; CDK, cyclin-dependent kinase; GAPDH, glyceraldehyde-3-phosphate dehydrogenase RRID, Research Resource Identifier.

### Enzalutamide Treatment

LNCaP and 22Rv1 cells were treated with 10 µM enzalutamide (MedChemExpress, #HY-70002) and the respective dimethylsulfoxide volumes immediately after siRNA transfection and medium change. After 3 days, the cells were trypsinized and reseeded. Downstream analyses were performed 6 days after enzalutamide treatment and siRNA transfection.

### Dose–Response Assay

Cells were seeded in 96-well plates at a density of 8000 cells/well. After 24 hours, the cells were treated with sequential 1:2 dilutions of a CDK8/19 inhibitor, SEL120-34A (Selleck Chemicals #S8840), at a concentration range of 0.47 to 15 µM. After 3 days, the cells were lysed in 1× Tris-acetate-EDTA buffer containing 1× TritonX-100 and 1% Proteinase K (Roth Industries, #7528.2). The total amount of DNA was measured by incubating the cell lysates with 1:1000 SYBR^®^ Green I nucleic acid gel stain (Sigma Aldrich, #S9430) for 10 minutes. The fluorescent signal was detected using a Cytation 5 Imaging Reader (BioTek Instruments). Cell number was calculated from the amount of DNA using a known standard. The IC50 values for cell proliferation for each cell line were calculated using GraphPad Prism 10.1.2 (RRID: SCR_002798).

### Population Doubling Level (Programmed Death Ligand) Assay

22Rv1 cells were seeded into T25 cell culture flasks and treated with single or combined treatments of 10 µM enzalutamide (MedChemExpress, #HY-70002) and 1.5 µM SEL120-34A (Selleck Chemicals, #S8840) for 18 days. The cells were passaged regularly into new flasks. At each passage, the cells were counted using the Schärfe Casy TT system. The cumulative programmed death ligand (PDL) was calculated using the formula: $3.32\times (\mathrm{lo}g_{10}(harvested\;cells)-\mathrm{lo}g_{10}(seeded\;cells))+previous\;cumulative\;PDL.$ The experiments were performed in a single replicate.

### Gene Correlation Analysis

Gene correlations were analyzed in publicly available prostate cancer tissue databases (TCGA_PRAD, GSE62872, GSE21034, GSE46691, and SU2C_PRAD) as previously described (24). The first 4 databases contain primary prostate cancer tissues, whereas the SU2C_PRAD database contains CRPC tissues, most of which are metastatic.

### Gene Number Quantification

MED12 copy number aberration was extracted from the TCGA_PRAD and SU2C datasets.

### Cell Line Dependency to MED12 Expression

The dependence of a benign prostatic hyperplasia cell line (BPH1) and prostate cancer cell lines (LNCaP, 22Rv1, VCaP, DuCaP, DU145, and PC3) on MED12 expression was analyzed using 2 independent publicly available screens from the DepMaP portal (RRID: SCR_017655). MED12 expression was downregulated using CRISPR or RNA interference (RNAi) and its effect on cell growth was measured. In the plot, complete cell dependence is located at ‘−1’ on the *x*-axis, whereas complete cell independence is located at 0.

### RNA Sequencing and Pathway Analysis

High-throughput 3′ RNA sequencing (RNA-seq) was performed using a BRB-seq Library Preparation Kit for Illumina (Alithea Genomics). Read alignment and counting were performed with STARsolo (SCR_021542) using Gencode Release 43 (GRCh38.p13) genome assembly. Strand-specific full transcriptome RNA-seq of the 22Rv1 samples was performed using NovoGene. Read alignment and counting were performed in the R software using the Rsubread package and the Gencode Release 43 (GRCh38.p13) genome assembly. Differential gene expression analysis was performed using the edgeR package in the R software. Pathway analysis (camera function) was performed using MSigDB hallmark gene sets version 7.5.1.

### Statistics

Unpaired *t*-tests were used to analyze the differences between treated samples and their relative controls. A simple linear regression was applied to the PDL assay. Statistical significance was always considered as a *P*-value < .05 (*P < .05, **P < .01, ***P < .001). Data are presented as the mean ± SD. All experiments were performed in at least 3 biological replicates, unless otherwise noted.

## Results

### MED12 Knockdown Inhibits Prostate Cancer Cell Proliferation

To investigate the role of MED12 in prostate cancer, we analyzed aberrations in the MED12 gene copy number status in 2 publicly available datasets: treatment-naïve (TCGA-PRAD, primary prostate cancer) and CRPC (SU2C-PRAD, predominantly metastatic prostate cancer) tissues. The MED12 copy number was increased in over 30% of CRPC samples, compared to less than 3% of treatment-naïve prostate cancer samples (Fig. 1A). Subsequently, we analyzed MED12 protein expression in a panel of prostate cancer cell lines (AR-positive: LNCaP, 22Rv1, VCaP, and DuCaP; AR-negative: DU145 and PC3) and in 1 benign prostatic hyperplasia cell line (BPH1) (Fig. 1B). MED12 protein expression was highly variable among the different prostate cancer cell lines. Consistent with the copy number data, we observed that 3 out of the 6 prostate cancer cell lines showed a strong increase in MED12 protein expression (>2× compared to benign BPH1 cells). LNCaP cells had the lowest MED12 protein levels. In addition, 2 independent datasets from CRISPR- and RNAi-based screens (DepMap portal) revealed that nearly all prostate cancer cell lines were highly sensitive to MED12 downregulation, suggesting its pivotal role in prostate cancer cell growth and survival. Of note, AR-positive cell lines (VCaP, LNCaP, MDA PCa 2b, and 22RV1) were more sensitive to MED12 downregulation than AR-negative cells (PC3 and DU145) in the RNAi-based screen (Fig. 1C).

**Figure 1.**
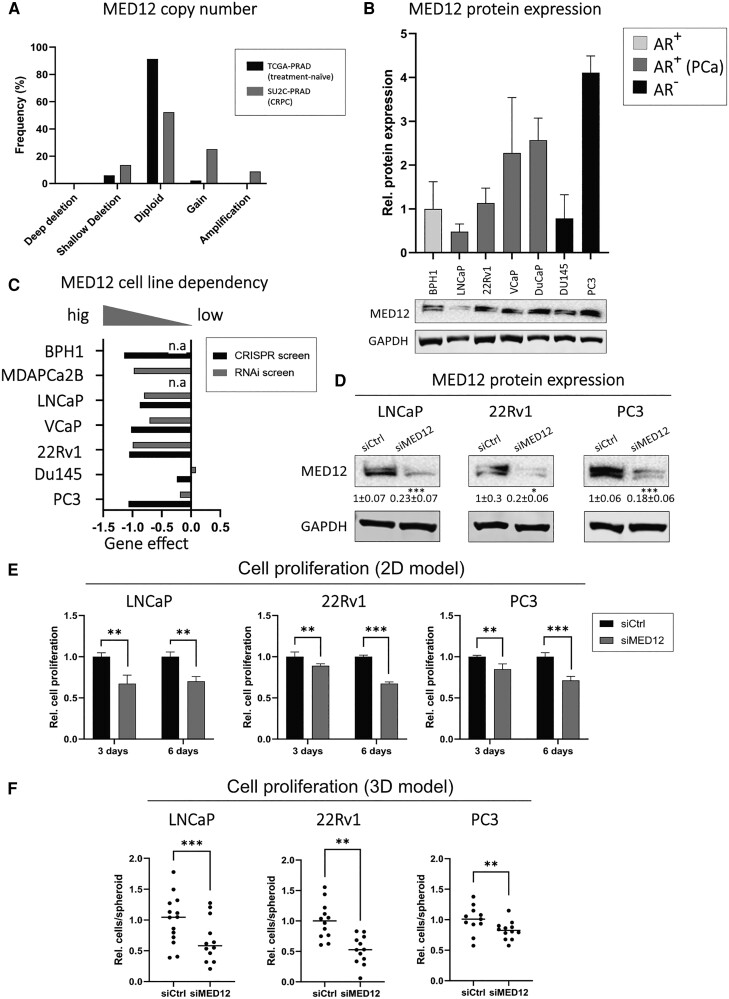
MED12 knockdown inhibits prostate cancer cell proliferation. (A) MED12 gene copy number in cohorts of primary prostate cancer (TCGA-PRAD) and castration-resistant prostate cancer (SU2C-PRAD) tissues. (B) MED12 protein quantification in a benign prostatic hyperplasia cell line (BPH1) and prostate cancer cell lines (LNCaP, 22Rv1, VCaP, DuCaP, Du145, and PC3). A representative Western blot is shown for each cell line. (C) RNA interference and CRISPR screens evaluating prostate cancer cell dependency on MED12 expression for their growth. Lower scores correspond to a higher dependency: a score of 0 is equivalent to nonessential genes and a score of −1 is equivalent to the median of essential genes. (D) MED12 protein quantification in LNCaP, 22Rv1, and PC3 cells transfected with siCtrl and siMED12. A representative Western blot is shown for each cell line. (E) Fluorescent-based cell number quantification of LNCaP, 22Rv1, and PC3 cells transfected with siCtrl and siMED12. (F) Fluorescent-based quantification of the total cell number in LNCaP, 22Rv1, and PC3 spheroids formed after pretransfection of siMED12 and siCtrl in 2D cells (total transfection time: 7 days). Data are represented as mean ± SD. *P < .05, **P < .01, ***P < .001.

Based on these findings, we investigated the role of MED12 in prostate cancer cell models resembling various cancer stages and MED12 expression levels. We selected LNCaP (low MED12 expression, androgen-dependent, and enzalutamide-sensitive), 22Rv1 (intermediate MED12 expression, androgen-responsive but enzalutamide-resistant), and PC3 (high MED12 expression, AR-negative, and enzalutamide-insensitive) cell lines. RNAi-mediated MED12 knockdown was highly efficient at both the mRNA and protein levels [Fig. 1D, Supplementary Fig. S1 (25)] posttransfection endpoints. MED12 knockdown significantly decreased cell proliferation, with the most pronounced effect observed after 6 days (LNCaP: −30%, *P* = .003; 22Rv1: −33%, *P* < .001; PC3: −29%, *P* < .001) (Fig. 1E). Similar effects were observed in 3D prostate cancer spheroids generated after pretreatment with RNAi in 2D cell cultures. MED12 knockdown was highly efficient in the spheroids [Supplementary Fig. S1 (25)], in which it significantly decreased cell proliferation (LNCaP: −34%, *P* < .001; 22RV1: −48%, *P* = .002; PC3: −18%; *P* = .004) (Fig. 1F). Taken together, all tested prostate cancer cell lines were susceptible to MED12 knockdown in both 2D and 3D settings.

### MED12 Knockdown Downregulates c-Myc Signaling and Protein Expression

To further explore the role of MED12 in prostate cancer, we performed a high-throughput RNA-seq gene expression study to evaluate the effect of MED12 knockdown on the cancer-promoting pathways in LNCaP, 22Rv1, and PC3 cells [Fig. 2A, Supplementary Fig. S2 (25)]. 

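MED12 mRNA was lower in every siMED12 library than in every siCtrl library of the same line, in LNCaP, 22Rv1 and PC3 cells (exact permutation test, two-sided, p = 0.1 in each line, the smallest p that 3 libraries against 3 allow). MED12 (ENSG00000184634.17) encodes a subunit of the Mediator kinase module and lies on chromosome X of GRCh38 from 71118543 to 71144103. In CPM, with TMM scaling over all 21 libraries of the data set, its level in LNCaP cells was 1.72 ± 2.24 (SD, n = 3) with siMED12 and 11.7 ± 3.38 (SD, n = 3) with siCtrl. Levels of MED12 and MYC are given on that scale, and those of other genes in CPM with TMM scaling over the 6 libraries of their comparison. In 22Rv1 cells MED12 was 2.59 ± 3.48 CPM with siMED12 and 14.5 ± 3.08 CPM with siCtrl, and in PC3 cells 9.36 ± 4.54 CPM and 23.1 ± 4.88 CPM. These levels rest on few counts, summed over the 3 libraries 4 with siMED12 and 28 with siCtrl in LNCaP, 5 and 22 in 22Rv1, and 25 and 48 in PC3. In PC3 cells MED12 fell by 1.35 on the log2 scale (SE 0.38, adjusted p = 0.0430 from edgeR), and DESeq2 gave an adjusted p = 0.181. In LNCaP and 22Rv1 cells its counts lay below the filter on low counts. With no filter its log2 fold change was −2.73 (SE 0.66, adjusted p = 0.0161 from edgeR) in LNCaP cells and −2.28 (SE 0.69, adjusted p = 0.210) in 22Rv1 cells. In the fits with no filter a gene's own spread between replicates has no weight, so those p-values do not measure it for MED12.
LNCaP and 22Rv1 are AR-positive prostate cancer cell lines and PC3 is an AR-negative one. RNA was measured by BRB-seq, which barcodes each RNA sample during reverse transcription, pools the samples and sequences the 3′ ends of the transcripts. Each line had 3 libraries with siRNA against MED12 and 3 with control siRNA. Total counts per library were 737287 to 1204182 (median 760256) with siMED12 and 753545 to 976048 (median 939868) with siCtrl in LNCaP. In 22Rv1 they were 298382 to 757220 (median 577516) and 242334 to 794859 (median 357523), and in PC3 732496 to 1093429 (median 885596) and 642592 to 823043 (median 665884). The authors aligned and counted the reads with STARsolo on GRCh38.p13 with Gencode release 43, and deposited a table of counts for 62703 genes and a table of log2 CPM values for fewer genes. Whether a count is a read or a molecular identifier is not given in the sources used here. From the counts, genes were tested within each line with edgeR's quasi-likelihood test on its 6 libraries, over the genes that edgeR's filter kept (8134 in LNCaP, 6891 in 22Rv1 and 9039 in PC3), with Benjamini-Hochberg adjustment. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 20 lists. The lists were written from memory, 7 of them after hallmark gene sets, so their members are not those of the published sets and their p-values are not the paper's measure.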

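MYC mRNA fell with siMED12 in 22Rv1 and PC3 cells and did not pass the test in LNCaP cells. In each line the greater part of the measured members of the MYC targets v1 and MYC targets v2 lists had a log2 fold change below 0, and both lists were lower by camera. With an estimated correlation none of these 6 list calls held (lowest adjusted p = 0.0871). MYC (ENSG00000136997.22) encodes c-Myc and lies on chromosome 8 of GRCh38 from 127735434 to 127742951. In 22Rv1 cells its level was 112 ± 16.3 CPM (SD, n = 3) with siMED12 and 286 ± 33.7 CPM (SD, n = 3) with siCtrl, a log2 fold change of −1.33 (SE 0.17, adjusted p = 2.40e-05 from edgeR). In PC3 cells the levels were 163 ± 44.9 CPM and 464 ± 39.0 CPM, a log2 fold change of −1.51 (SE 0.16, adjusted p = 4.70e-06 from edgeR). In LNCaP cells they were 105 ± 69.2 CPM and 174 ± 122 CPM, a log2 fold change of −0.81 (SE 0.43, adjusted p = 0.510 from edgeR). The LNCaP libraries spread from 28.9 to 164 CPM with siMED12 and from 47.8 to 290 CPM with siCtrl. Within each replicate number MYC was lower with siMED12 there, at 164 against 290, 123 against 184 and 28.9 against 47.8 CPM. With the replicate number as a block, MYC in LNCaP cells had a log2 fold change of −0.71 and an adjusted p = 4.32e-05 from edgeR, and with no filter on low counts its adjusted p was 5.86e-04. The difference of the MYC log2 fold changes was −0.55 (SE 0.48, adjusted p = 0.947 from edgeR) for 22Rv1 minus LNCaP and −0.70 (SE 0.44, adjusted p = 0.832) for PC3 minus LNCaP, the latter with an adjusted p = 0.00336 with the block.

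**Figure D1:**
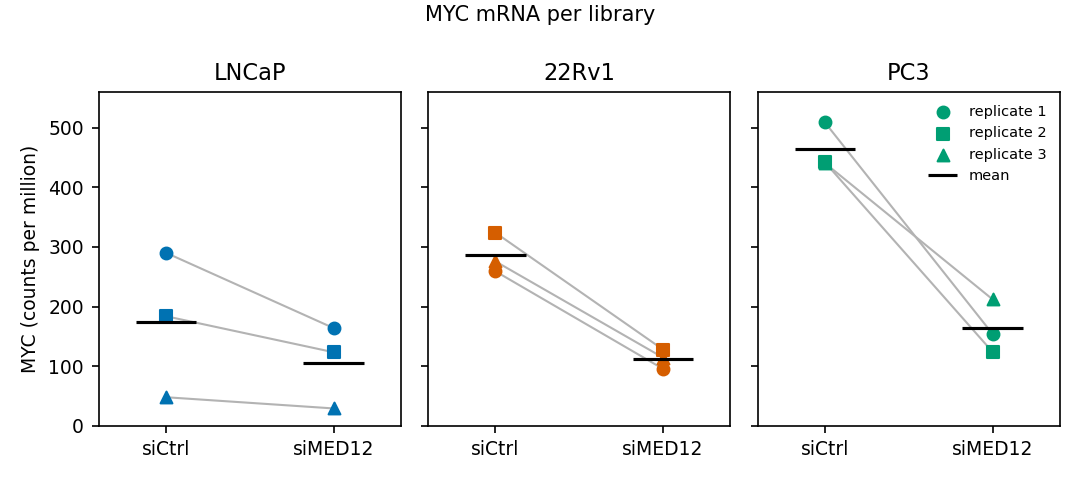
MYC mRNA in CPM (y axis) in each library of LNCaP, 22Rv1 and PC3 cells with siCtrl or siMED12 (x axis). Points are libraries, lines join libraries of the same replicate number and bars are means of 3. In 22Rv1 and PC3 cells every siMED12 library lies below every siCtrl library. In LNCaP cells the groups overlap, from 28.9 to 164 CPM and from 47.8 to 290 CPM. Each LNCaP siMED12 library lies below the siCtrl library of its replicate number.

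Of the MYC targets v1 members measured in 22Rv1 cells (195), 4 fell and 191 did not pass, and 6 were lower when adjusted over the list alone. They were MYC itself, ODC1 and SRM, which encode enzymes of polyamine synthesis, with log2 fold changes of −0.75 (SE 0.16, adjusted p = 0.0128 from edgeR) and −0.72 (SE 0.16, adjusted p = 0.0217), and PCNA, the sliding clamp of DNA replication, with −0.79 (SE 0.18, adjusted p = 0.0292, and 0.174 with DESeq2). The list's median log2 fold change was −0.16, with a camera adjusted p = 4.39e-09 and an adjusted p = 0.153 with an estimated correlation. In PC3 cells 13 of 196 members fell, 1 rose (PSMC6, named after its values were seen) and 182 did not pass, with 23 lower and 1 higher when adjusted over the list alone and 45 lower and 3 higher with the replicate block. Among them were the ribosomal protein genes RPLP0, with a log2 fold change of −0.62 (SE 0.11, adjusted p = 0.00123 from edgeR), and RPS5, and FBL, which encodes the nucleolar protein fibrillarin, with −0.73 (SE 0.15, adjusted p = 0.00482). The PC3 median was −0.15, with a camera adjusted p = 1.89e-06 and an adjusted p = 0.476 with an estimated correlation. In LNCaP cells the histone variant gene H2AZ1 fell, with a log2 fold change of −0.57 (SE 0.11, adjusted p = 0.0326 from edgeR), and the other 194 of 195 members did not pass, with 1 lower when adjusted over the list alone and 24 lower with the replicate block. There 154 members lay below 0, the median was −0.14, and camera gave an adjusted p = 3.95e-09 and an adjusted p = 0.308 with an estimated correlation.
The MYC targets v2 list is smaller. In 22Rv1 cells MYC and SRM fell and the other 50 of 52 members did not pass, with 9 lower when adjusted over the list alone. Its median there was −0.30, with a camera adjusted p = 1.77e-10 and an adjusted p = 0.0871 with an estimated correlation. In PC3 cells MYC, SRM and the chaperonin gene HSPD1 (log2 fold change −0.50, SE 0.12, adjusted p = 0.0193 from edgeR) fell and 53 of 56 members did not pass, with 3 lower when adjusted over the list alone and 9 lower with the replicate block. The median was −0.22, with a camera adjusted p = 6.02e-05 and an adjusted p = 0.469 with an estimated correlation. In LNCaP cells 0 of 56 members passed with edgeR, also when adjusted over the list alone, with 10 at an unadjusted p under 0.05, 0 with DESeq2 and 6 lower with the replicate block. The median there was −0.16, with a camera adjusted p = 4.43e-04 and an adjusted p = 0.468 with an estimated correlation. A test of whether a list's own genes move one way, without comparison with other genes (fry), passed for v1 and v2 in 22Rv1 (adjusted p = 0.0423 and 0.0285). It did not pass for v1 and v2 in LNCaP (adjusted p = 0.136 and 0.292) or in PC3 (adjusted p = 0.242 for both).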

The MYC targets v1 and v2 gene sets (26) were significantly downregulated in all 3 cell lines (Fig. 2A and 2B), as well as in 22Rv1 spheroids [Supplementary Fig. S2 (25)]. c-Myc is a nuclear transcription factor that strongly promotes multiple malignant processes in prostate cancer, including cell proliferation and invasion (26). MED12 downregulation significantly reduced c-Myc mRNA [Supplementary Fig. S3 (25)] and protein expression in 22Rv1 and PC3 cells (Fig. 2C, 22Rv1: −43%, *P* = .04; PC3: −83%, *P* < .001). A similar trend was observed in LNCaP cells, although it was not statistically significant [Fig. 2C, Supplementary Fig. S3 (25)]. These findings align with those of 4 cohorts of primary prostate cancer tissues (TCGA_PRAD, GSE62872, GSE21034, and GSE46691), which showed a significant positive correlation between *MED12* and *c-MYC* mRNA expression (Fig. 2D). This correlation was not observed in the cohort of CRPC tissues (SU2C_PRAD) (Fig. 2D).

**Figure 2.**
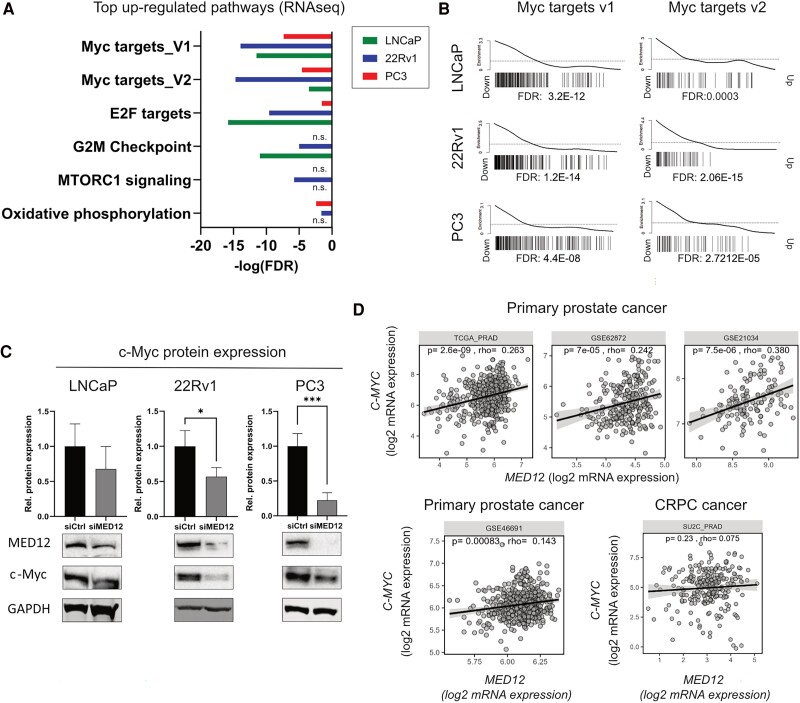
MED12 knockdown downregulates c-Myc signaling and protein expression. (A) Top MSigDB hallmarks related to cell proliferation and significantly altered in LNCaP, 22Rv1, and PC3 cells after MED12 knockdown (false discovery rate < 0.05; transfection time: 3 days). (B) Barcode plot of Myc targets V1 and V2 in LNCaP, 22Rv1, and PC3 cells after MED12 knockdown. (C) c-Myc protein expression in control and siMED12-transfected LNCaP, 22Rv1, and PC3 cells (transfection time: 3 days). A representative Western blot is shown for each cell line. Data are presented as mean ± SD. Statistical significance: *P < .05, **P < .01, ***P < .001. (D) MED12 and c-MYC gene expression correlation in cohorts of primary prostate cancer (TCGA_PRAD, GSE62872, GSE21034, GSE46691) and castration-resistant prostate cancer tissues (SUC2_PRAD).

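With siMED12, PNP was the 1 gene that fell in LNCaP, 22Rv1 and PC3 cells alike, among 5967 genes tested in all 3. PNP encodes purine nucleoside phosphorylase, an enzyme of purine salvage. Its level was 122 ± 28.6 CPM (SD, n = 3) with siMED12 and 220 ± 21.2 CPM (SD, n = 3) with siCtrl in LNCaP, a log2 fold change of −0.82 (SE 0.15, adjusted p = 0.0306 from edgeR). The log2 fold change was −1.58 (SE 0.20, adjusted p = 2.40e-05) in 22Rv1 and −0.98 (SE 0.19, adjusted p = 0.00438) in PC3. The product of the shares of genes that fell in each line gives 5.43e-04 genes for all 3, and with the replicate block 4 genes were higher and 20 lower in all 3 lines. Over the 5967 genes the log2 fold changes correlated by 0.307 for LNCaP and 22Rv1, 0.267 for LNCaP and PC3, and 0.278 for 22Rv1 and PC3.
In LNCaP cells 13 genes were higher and 10 lower with siMED12. MXD4, which encodes a MAX partner that opposes MYC, had a log2 fold change of 0.72 (SE 0.14, adjusted p = 0.0396 from edgeR), and SEMA3C, a secreted semaphorin, 0.99 (SE 0.20, adjusted p = 0.0396). DHX36, a helicase that unwinds G-quadruplexes, fell from 485 ± 23.3 CPM to 257 ± 35.3 CPM (log2 fold change −0.92, SE 0.12, adjusted p = 6.21e-04), and the glutamine transporter gene SLC1A5 had −0.91 (SE 0.19, adjusted p = 0.0396). In 22Rv1 cells 6 genes were higher and 37 lower. The largest falls included NPPC, which encodes a natriuretic peptide, with −2.13 (SE 0.44, adjusted p = 0.0131), the keratin gene KRT7 with −1.75 (SE 0.23, adjusted p = 2.93e-05) and the galanin gene GAL with −1.45 (SE 0.18, adjusted p = 2.40e-05). ADD3, which encodes an adducin of the membrane skeleton, rose by a log2 fold change of 1.74 (SE 0.26, adjusted p = 2.64e-04). In PC3 cells 128 genes were higher and 212 lower. The potassium channel gene KCNMA1 fell from 1135 ± 112 CPM to 261 ± 71.7 CPM (log2 fold change −2.11, SE 0.15, adjusted p = 8.34e-09). Keratin gene KRT17 and smooth muscle actin gene ACTG2 rose, with 2.56 (SE 0.41, adjusted p = 6.20e-04) and 2.51 (SE 0.28, adjusted p = 1.37e-05). With the replicate block the numbers higher and lower were 146 and 175 in LNCaP, 412 and 611 in PC3, and 138 and 239 in 22Rv1, whose replicate numbers did not all pair. DESeq2 called 4 higher and 3 lower in LNCaP, 1 and 14 in 22Rv1, and 55 and 108 in PC3. Leaving out 1 library gave from 1 gene (without siCtrl replicate 3, and also without siMED12 replicate 2) to 52 genes (without siCtrl replicate 2) in LNCaP, from 13 (without siMED12 replicate 2) to 49 in 22Rv1, and from 111 (without siMED12 replicate 2) to 413 in PC3.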

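Cell cycle genes were lower with siMED12 in LNCaP and 22Rv1 cells as lists, with few single genes past the threshold. With an estimated correlation no list call of E2F targets, G2M checkpoint or mTORC1 signaling held in any of the 3 lines (lowest adjusted p = 0.0867 from camera). The E2F targets list (DNA replication and mitosis genes) had a median log2 fold change of −0.25 in LNCaP, −0.22 in 22Rv1 and −0.12 in PC3 cells. The G2M checkpoint list was lower in LNCaP and 22Rv1 cells, with medians of −0.21 and −0.15, and did not pass in PC3 cells, with a median of −0.07. The mTORC1 signaling list, which holds many genes of amino acid, sterol and sugar metabolism, was lower in LNCaP and 22Rv1 cells, with medians of −0.09 and −0.13, and did not pass in PC3 cells, with a median of 0.05.
Among E2F targets, H2AZ1 fell and 182 of 183 measured members did not pass in LNCaP, with 6 lower when adjusted over the list alone and 25 lower with the replicate block (camera adjusted p = 3.05e-14, and adjusted p = 0.308 with an estimated correlation). In 22Rv1 MYC and PCNA fell and 172 of 174 did not pass, with 5 lower when adjusted over the list alone (camera adjusted p = 5.19e-08, and adjusted p = 0.0867 with an estimated correlation). In PC3 4 members fell, the cyclin-dependent kinase inhibitor gene CDKN2C rose with a log2 fold change of 1.14 (SE 0.28, adjusted p = 0.0192 from edgeR) and 172 of 177 did not pass. Those that fell were MYC, CDKN2A, another inhibitor of that class, with −0.81 (SE 0.15, adjusted p = 0.00302), the chromatin protein gene HMGA1 with −0.59 (SE 0.13, adjusted p = 0.00895), and MTHFD2, an enzyme of mitochondrial folate metabolism, with −0.87 (SE 0.18, adjusted p = 0.00635). These 4 of 177 members are a share like that of all genes tested in PC3 (212 of 9039 fell). The PC3 counts were 4 lower and 1 higher when adjusted over the list alone and 19 lower and 3 higher with the replicate block (camera adjusted p = 0.00592, and adjusted p = 0.732 with an estimated correlation). The list's response was higher in PC3 than in LNCaP cells by a median of 0.15 (camera adjusted p = 0.00359, and adjusted p = 0.507 with an estimated correlation).
Among G2M checkpoint members, H2AZ1 fell and 173 of 174 did not pass in LNCaP, with 1 lower when adjusted over the list alone and 20 lower with the replicate block (camera adjusted p = 2.60e-08, and adjusted p = 0.219 with an estimated correlation). In 22Rv1 5 fell and 159 of 164 did not pass, with 10 lower when adjusted over the list alone (camera adjusted p = 4.85e-06, and adjusted p = 0.0867 with an estimated correlation). The 5 were MYC, ODC1, PRMT5, the uridine-cytidine kinase gene UCK2, with −1.29 (SE 0.24, adjusted p = 0.00509 from edgeR), and the metallothionein gene MT2A, with −1.12 (SE 0.22, adjusted p = 0.00692). In PC3 MT2A rose instead, by 0.56 (SE 0.13, adjusted p = 0.0195), along with CDKN2C, while MYC, HMGA1 and SLC7A5 fell and 175 of 180 did not pass. The PC3 counts were 2 higher and 3 lower when adjusted over the list alone and 7 higher and 13 lower with the replicate block (camera adjusted p = 0.210, and adjusted p = 0.732 with an estimated correlation). The list passed there without siCtrl replicate 1 (adjusted p = 0.0144), siMED12 replicate 2 (adjusted p = 0.0386) or siMED12 replicate 3 (adjusted p = 0.0355). The G2M response was higher in PC3 than in LNCaP by a median of 0.15 (camera adjusted p = 0.00458, and adjusted p = 0.312 with an estimated correlation).
Among mTORC1 signaling members in LNCaP, the sterol reductase gene TM7SF2, with 0.77 (SE 0.14, adjusted p = 0.0306 from edgeR), and RDH11, with 0.73 (SE 0.14, adjusted p = 0.0306), rose, PNP and SLC1A5 fell and 164 of 168 did not pass. When adjusted over the list alone 7 were higher and 6 lower, and with the replicate block 9 and 13 (camera adjusted p = 0.0181, and adjusted p = 0.308 with an estimated correlation). In 22Rv1 ADD3 rose, PNP and INSIG1 fell and 157 of 160 did not pass, with 2 higher and 17 lower when adjusted over the list alone (camera adjusted p = 1.07e-04, and adjusted p = 0.153 with an estimated correlation). In PC3 8 rose, 11 fell and 160 of 179 did not pass, with 9 higher and 15 lower when adjusted over the list alone and 16 and 21 with the replicate block. Camera gave an adjusted p = 0.631 there and an adjusted p = 0.732 with an estimated correlation. The PC3 members that rose included PLOD2, a collagen-modifying enzyme, with 1.13 (SE 0.21, adjusted p = 0.00251), and the sterol reductase gene DHCR24, with 0.76 (SE 0.15, adjusted p = 0.00396).

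**Figure D2:**
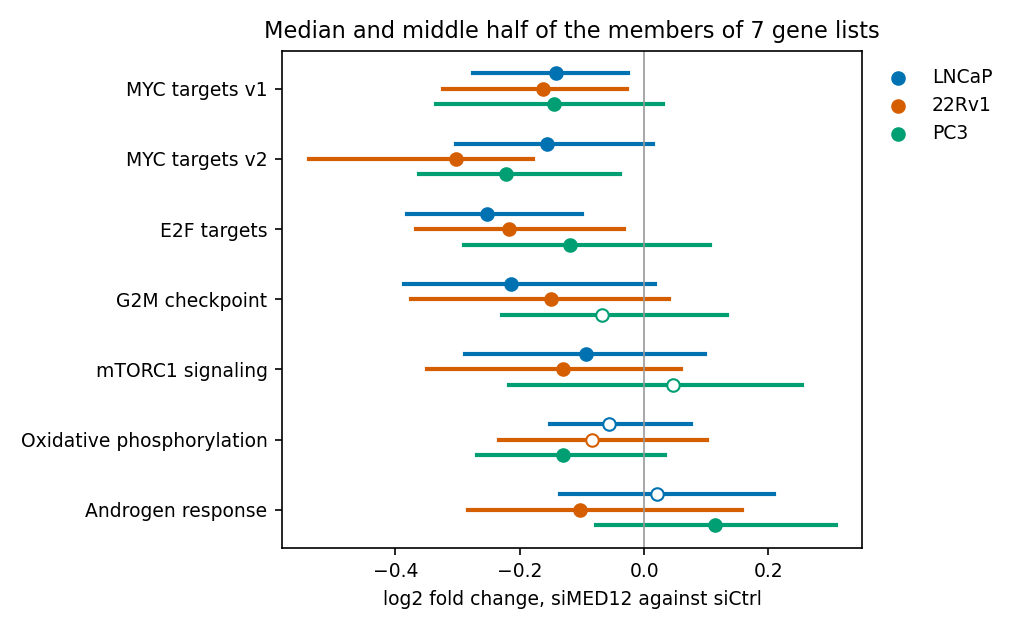
Median log2 fold change of siMED12 against siCtrl (x axis) over the measured members of 7 gene lists (y axis) in LNCaP, 22Rv1 and PC3 cells, with bars from the lower to the upper quartile of the members. Filled points have a camera adjusted p under 0.05 at the preset correlation and open points do not. MYC targets v2 in 22Rv1 cells has the lowest median, −0.30, and androgen response in PC3 cells the highest, 0.11.

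The mTORC1 call in LNCaP ended with only the genes that had at least 10 counts in every library (adjusted p = 0.0742), without genes that are in more than 1 of the 7 lists (adjusted p = 0.159) and without siCtrl replicate 1 (adjusted p = 0.186), siCtrl replicate 3 (adjusted p = 0.0786) or siMED12 replicate 2 (adjusted p = 0.105). Fry ended the E2F, G2M and mTORC1 calls in LNCaP (adjusted p = 0.136, 0.118 and 0.277). The E2F call in PC3 ended without those shared genes (adjusted p = 0.0746), with fry (adjusted p = 0.547), without siCtrl replicate 2 (adjusted p = 0.211) or 3 (adjusted p = 0.0674), and without siMED12 replicate 1, where the sign turned (adjusted p = 0.997). The mTORC1 call in 22Rv1 ended with fry (adjusted p = 0.0650), while the E2F and G2M calls there held with it (adjusted p = 0.0285 for both). In the title of its Fig. 2 the paper states that c-Myc signaling and protein go down with MED12 knockdown.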

### MED12 Knockdown Decreases AR Activity

In the high-throughput RNA-seq data, we observed that MED12 knockdown strongly deregulates individual genes within the hallmark androgen response gene set in AR-positive cell lines, although the gene set as a whole did not reach statistical significance [Supplementary Fig. S4 (25)]. Therefore, we performed a more in-depth full transcriptome RNA-seq analysis, which revealed that MED12 loss significantly downregulated the androgen response gene set in 22Rv1 cells (Fig. 3A). However, MED12 knockdown had an opposite effect on some individual genes. 

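In the BRB-seq data, 3 days after transfection, KLK2 and INSIG1 fell and SELENOP rose among the androgen response genes of 22Rv1 cells with siMED12. The paper's full-transcriptome data were not used here. KLK2, a kallikrein gene driven by AR, had 33.6 ± 5.28 CPM (SD, n = 3) with siMED12 and 83.8 ± 18.5 CPM (SD, n = 3) with siCtrl, a log2 fold change of −1.27 (SE 0.27, adjusted p = 0.0145 from edgeR). INSIG1, a regulator of sterol synthesis, had a log2 fold change of −0.97 (SE 0.22, adjusted p = 0.0306), and SELENOP, a secreted selenium carrier, 1.32 (SE 0.27, adjusted p = 0.0116). With DESeq2 the adjusted p was 0.124 for KLK2, 0.268 for INSIG1 and 0.149 for SELENOP. In LNCaP cells no androgen response gene passed the edgeR test without the replicate block, and 4 were higher and 5 lower with it.
KLK2 lies on chromosome 19 of GRCh38 from 50861568 to 50880567, INSIG1 on chromosome 7 from 155297776 to 155310235 and SELENOP on chromosome 5 from 42799880 to 42887392. Of 69 list members measured in 22Rv1 cells, 1 was higher, 2 were lower and 66 did not pass, with 2 higher and 8 lower when adjusted over the list alone. The list's median log2 fold change was −0.10 (camera adjusted p = 0.0294, and adjusted p = 0.153 with an estimated correlation). Of 82 members measured in LNCaP cells, 0 passed with edgeR, against 15 at an unadjusted p under 0.05 and 0 with DESeq2. When adjusted over the list alone SAT1 and RAB4A were higher and KLK2 lower there, and with the replicate block 4 members were higher and 5 lower. The LNCaP median was 0.02 (camera adjusted p = 0.628, and adjusted p = 0.962 with an estimated correlation). Of 67 members tested in both lines, 19 lay above 0 in both, 19 below 0 in both, 20 above 0 in LNCaP and below 0 in 22Rv1, and 9 the other way round. The response of the list was lower in 22Rv1 than in LNCaP cells by a median of −0.20 (camera adjusted p = 0.0120, and adjusted p = 0.541 with an estimated correlation). This difference no longer passed without both 22Rv1 replicate 1 libraries, an alternative chosen after the data had been seen.
The paper measured KLK3, FKBP5 and TMPRSS2 by qPCR in spheroids at a later day, so the BRB-seq values below are not its measure. KLK3 in LNCaP cells had 668 ± 201 CPM (SD, n = 3) with siMED12 and 869 ± 206 CPM (SD, n = 3) with siCtrl, a log2 fold change of −0.39 (SE 0.16, adjusted p = 0.372 from edgeR). With the replicate block, where a gene's own spread has little weight, its log2 fold change was −0.40, with an adjusted p = 1.88e-04. In 22Rv1 cells its counts lay below the filter, 13 with siMED12 and 25 with siCtrl summed over 3 libraries. FKBP5 had log2 fold changes of 0.10 (SE 0.26, adjusted p = 0.930) in LNCaP and −0.40 (SE 0.17, adjusted p = 0.315) in 22Rv1 cells. For TMPRSS2 they were 0.14 (SE 0.26, adjusted p = 0.906) and −0.09 (SE 0.43, adjusted p = 0.961), and for AR itself 0.25 (SE 0.16, adjusted p = 0.624) and −0.06 (SE 0.20, adjusted p = 0.938).

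**Figure D3:**
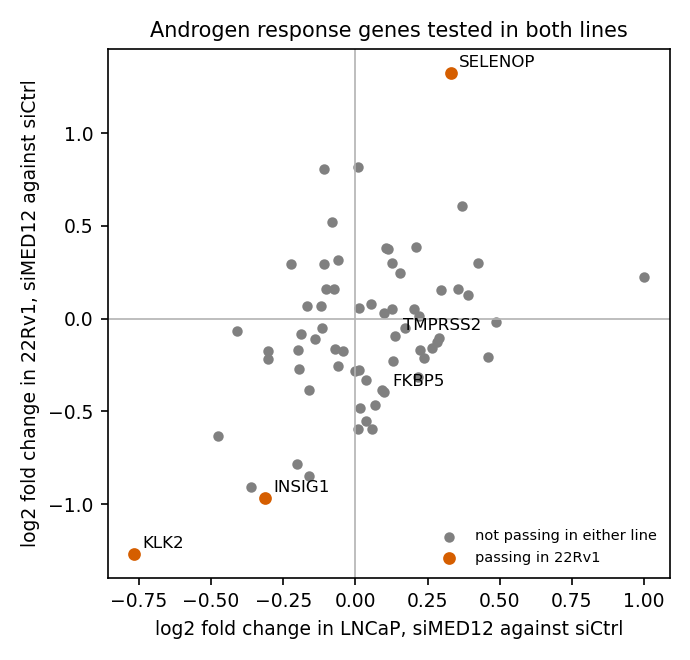
Log2 fold change with siMED12 in LNCaP (x axis) and 22Rv1 cells (y axis) of the 67 androgen response list members tested in both. Orange points, the members that passed in 22Rv1 cells, are SELENOP at 1.32, INSIG1 at −0.97 and KLK2 at −1.27 on the 22Rv1 axis.

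The 22Rv1 list call ended with only the genes that had at least 10 counts in every library (adjusted p = 0.0929), with fry (adjusted p = 0.0906), without genes shared with other lists (adjusted p = 0.262), without siCtrl replicate 1 (adjusted p = 0.113) and without siMED12 replicate 2 (adjusted p = 0.0895). It also ended without both 22Rv1 replicate 1 libraries, in which 6.54% (siCtrl) and 7.66% (siMED12) of counts were mitochondrial against up to 16.5% and 15.5% in the others, an alternative chosen after those shares had been seen (adjusted p = 0.0833).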

We quantified the mRNA expression of the AR target genes *KLK3, FKBP5,* and *TMPRSS2* in LNCaP and 22Rv1 3D spheroids using reverse transcription-qPCR (Fig. 3B). *KLK3* mRNA expression was significantly downregulated in LNCaP 3D spheroids (−35%, *P* = .006), whereas the expression of other genes was unaffected. MED12 knockdown inhibited the androgen response in 22Rv1 cells, where it significantly downregulated the mRNA expression of all the tested AR target genes (*KLK3*: −65%, *P* = .002; *FKBP5*: −49%, *P* = .0006; *TMPRSS2*: −26%, *P* = .001) (Fig. 3B). For confirmatory analysis, we quantified the secretion of KLK3 protein product (PSA), which was significantly downregulated in 22Rv1 2D (−66%, *P* < .001) and 3D models (−66%, *P* = .04) (Fig. 3C).

**Figure 3.**
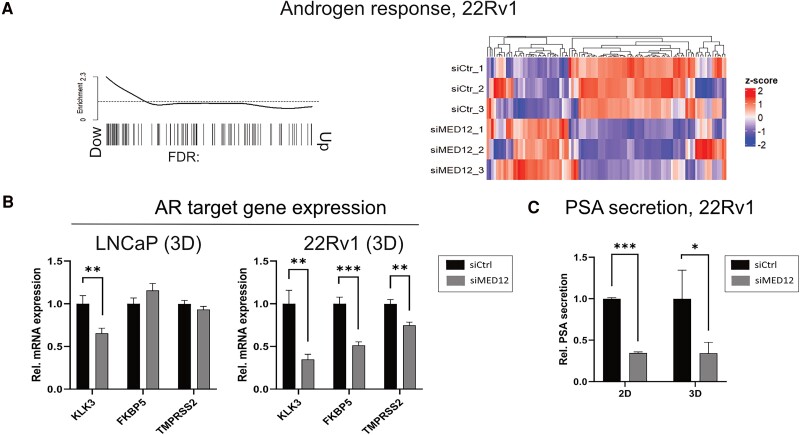
MED12 knockdown decreases androgen receptor activity. (A) Barcode plot and batch-corrected heatmap of androgen response in 22Rv1 cells after MED12 knockdown (transfection time: 3 days). Statistical significance: false discovery rate < 0.05. (B) Quantitative reverse transcription polymerase chain reaction quantification of *KLK3, FKBP5,* and *TMPRSS2* mRNA expression in LNCaP and 22Rv1 3D models (transfection time: 7 days). All data are presented as mean ± SD. (C) Quantification of prostate-specific antigen protein secreted by 22Rv1 in cell medium following MED12 knockdown (chemiluminescent-based assay). Statistical significance: *P < .05, **P < .01, ***P < .001.

Altogether, our results suggest that MED12 downregulates AR activity in 22Rv1 cells, whereas its role in LNCaP cells is less prominent.

### MED12 Knockdown Inhibits AR-V7 Protein Expression and Modifies Response to Enzalutamide

We investigated whether MED12 knockdown influences AR protein expression and alternative splicing. Full-length AR (AR-FL) protein expression was unaffected in the LNCaP spheroids and showed increased expression in the 2D setting (+44%; *P* = .004) (Fig. 4A). LNCaP cells do not express AR-V7 protein and MED12 knockdown did not induce its expression. In 22Rv1 cells, MED12 inhibition significantly downregulated AR-V7 mRNA and protein expression (−59%, *P* = .02) without affecting AR full-length (AR-FL) protein expression in both 2D and 3D models [Supplementary Fig. S5 (25), Fig. 4A].

**Figure 4.**
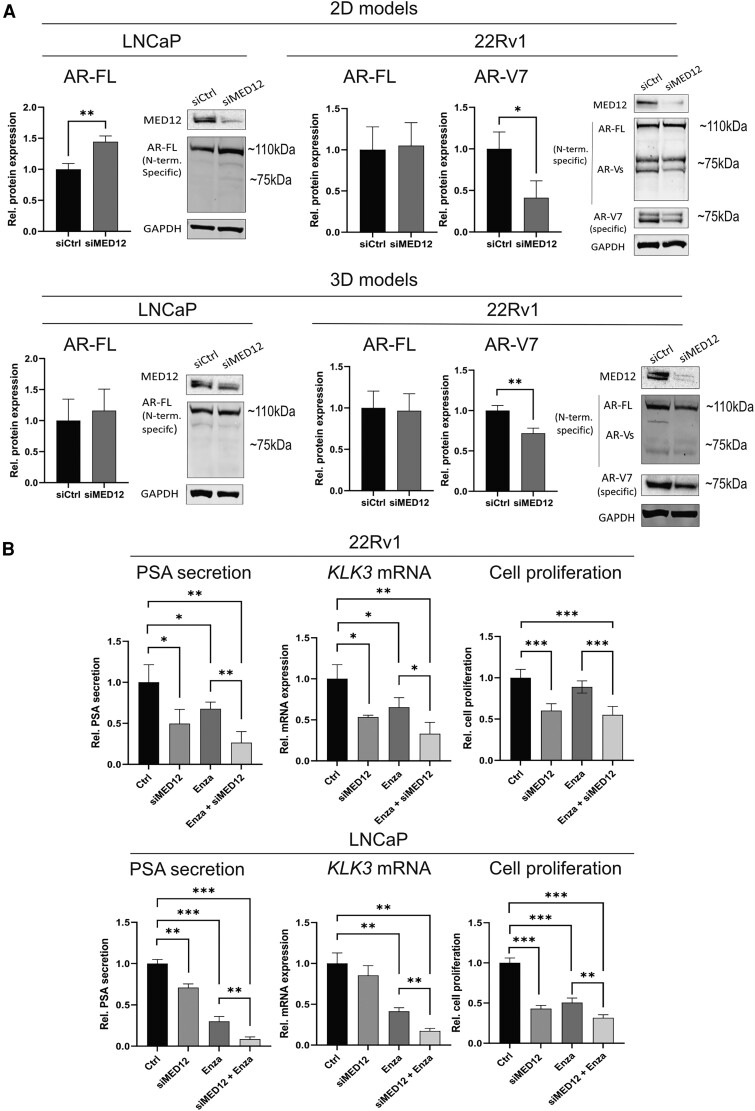
MED12 knockdown inhibits AR-V7 protein expression and increases enzalutamide efficacy. (A) AR-FL and AR-V7 protein expression in LNCaP and 22Rv1 cells upon MED12 knockdown [transfection time in 2D models: 6 days (22Rv1), 3 days (LNCaP); transfection time in 3D models: 7 days]. A representative Western blot is shown for each cell line. (B) Effect of combined siMED12 and 10 µM enzalutamide treatment on prostate-specific antigen secretion medium (chemiluminescent-based assay), *KLK3* mRNA (quantitative reverse transcription polymerase chain reaction), and cell proliferation (fluorescent-based nuclei counting) in 22Rv1 and LNCaP cells. All data are presented as mean ± SD. Statistical significance: *P < .05, **P < .01, ***P < .001.

Since AR-V7 promotes enzalutamide resistance (7), we investigated whether siMED12-mediated downregulation of AR-V7 protein influences 22Rv1 cell sensitivity to enzalutamide (2D models). The combination of MED12 knockdown and enzalutamide treatment after 6 days additively decreased PSA protein secretion and *KLK3* mRNA expression compared with enzalutamide treatment alone (Fig. 4B). However, the combination treatment did not enhance the antiproliferative effects of the siMED12 single treatment at this relatively short time point (Fig. 4B). To clarify the inconsistency between AR activity and proliferation, we examined early cell responses [Supplementary Fig. S6 (25)]. MED12 knockdown resulted in a rapid and sustained decrease in *KLK3* and *c-MYC* mRNA expression levels. However, we did not observe consistent effects on *AR-V7* mRNA expression at these early time points. Similarly, enzalutamide treatment did not affect AR activity in 22Rv1 cells during the first 72 hours. This suggests that observing additive effects on cell proliferation might require longer treatment durations than the 6 days achieved with transient siRNA-mediated knockdown.

To further explore the relationship between MED12 and enzalutamide, we performed the same experiments in LNCaP cells, which are sensitive to enzalutamide and do not express the AR-V7 protein. MED12 knockdown single treatment had weaker effects on AR activity in this cell line than 22Rv1. The combination of MED12 knockdown and enzalutamide treatment significantly decreased PSA protein secretion and *KLK3* mRNA gene expression compared to enzalutamide treatment alone [Fig. 4B, Supplementary Figure S7 (25)]. This confirmed that MED12 knockdown and enzalutamide play an additive or synergistic role in AR inhibition, even in the absence of AR-V7 expression. Conversely, *AR-V7* and *c-Myc* mRNA expression levels were not additively altered at 48 and 72 hours of treatment [Supplementary Fig. S7 (25)]. After 6 days, the combination of siMED12 and enzalutamide resulted in a small but significant decrease in cell proliferation compared to enzalutamide alone (Fig. 4B).

### CDK8/19 Inhibition Decreases Proliferation in Prostate Cancer Cell Lines

MED12 is a fundamental structural component of the kinase module of the Mediator complex (27). Its disruption impairs the enzymatic activity of the whole module exerted by CDK8 or its alternative paralog CDK19 (17). Thus, we hypothesized that MED12 knockdown affects prostate cancer cell lines mainly through the subsequent loss of the kinase module activity. This suggests that the direct inhibition of CDK8/19 may affect prostate cancer cells similarly to what was observed with MED12 loss.

*MED12* mRNA expression was positively correlated with *CDK8* and *CDK19* gene expression in multiple primary prostate cancer tissue datasets, as expected by their common presence in the kinase module. However, no significant correlation was detected in the CRPC tissue database [Fig. 5A, Supplementary Fig. S8 (25)]. High CDK8 expression significantly decreased relapse-free survival in treatment-naïve patients with prostate cancer (TCGA database), whereas CDK19 expression did not [Fig. 5B, Supplementary Fig. S9 (25)]. In prostate cancer cell lines, CDK8 protein expression was higher in PC3 cells than in LNCaP and 22Rv1 cells. Consistent with the alternative roles of CDK8 and CDK19 within the Mediator complex, CDK19 was expressed at lower levels in PC3 cells than in the other cell lines. All these expression trends were mirrored by their relative mRNA expression [Supplementary Fig. S10 (25)].

**Figure 5.**
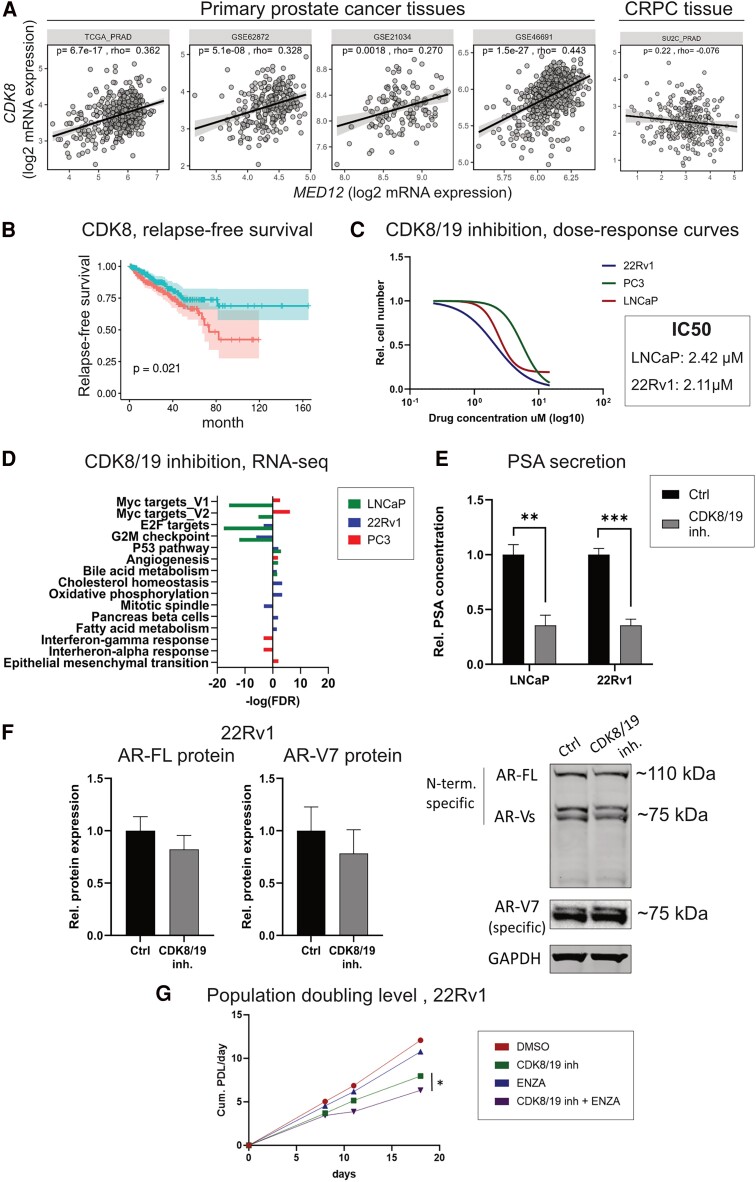
CDK8/19 inhibition and enzalutamide additively decrease cell proliferation in 22Rv1. (A) MED12 and CDK8 gene expression correlation in cohorts of primary (TCGA_PRAD, GSE62872, GSE21034, GSE46691) and castration-resistant prostate cancer tissues (SUC2_PRAD). (B) Relapse-free survival of treatment-naïve prostate cancer patients (TCGA database) with high (media = above) and low (media = below) CDK8 expression. (C) Dose-response curves of SEL-120-34A (CDK8/19 inhibitor) in LNCaP, 22Rv1, and PC3 (fluorescent-based assay, treatment time: 3 days). The IC50 for cell proliferation was reported. (D) MSigDB cancer hallmarks significantly altered in LNCaP, 22Rv1, and PC3 cells upon CDK8/19 inhibition (treatment time: 3 days). Statistical significance: false discovery rate < 0.05. (E) Quantification of prostate-specific antigen secreted by LNCaP and 22Rv1 treated for 3 days with CDK8/19 inhibitor (SEL-120-34A) or Ctrl (dimethylsulfoxide) (chemiluminescent-based assay). (F) Quantification of AR-FL and AR-V7 protein expression in 22Rv1 cells treated for 3 days with CDK8/19 inhibitor (SEL-120-34A) or Ctrl (dimethylsulfoxide). A representative Western blot is shown for each cell line. Data are presented as mean ±SD. (G) Cumulative population doubling level of cells treated with: Ctrl (dimethylsulfoxide); 1.5 µM CDK8/19; 10 µM enzalutamide; 1.5 µM CDK8/19 and 10 µM enzalutamide (number of replicates: 1). All data are presented as mean ±SD. Statistical significance: *P < .05, **P < .01, ***P < .001. Abbreviation: CDK, cyclin-dependent kinase.

SEL120-34A is a CDK8/19 subunit inhibitor that reduces tumor growth in acute myeloid leukemia (28). A phase 1B clinical trial (NCT04021368) is currently underway to assess its pharmaceutical potential. We treated LNCaP, 22Rv1, and PC3 cells with SEL120-34A to test their sensitivity to biochemical CDK8/19 inhibition. Consistent with observations for MED12, AR-positive cells were slightly more sensitive to CDK8/19 inhibition than the AR-negative PC3 cells (IC50: LNCaP—2.42 µM; 22Rv1—2.11 µM; PC3—5.6 µM) (Fig. 5C). High-throughput 3′ RNA-sequencing and pathway analysis revealed that CDK8/19 inhibition downregulated the c-Myc pathway, E2F targets, and G2 M checkpoint hallmarks in at least 1 cell line (Fig. 5D). Conversely, it upregulated the tumor-suppressor p53 pathway in AR-positive cells (Fig. 5D).

Mirroring the effects of MED12 knockdown, CDK8/19 inhibition decreased PSA secretion in LNCaP (−64%; *P* = .001) and 22Rv1 cells (−64%; *P* = .0001) after 3 days of treatment (Fig. 5E). Notably, AR-V7 protein expression remained unchanged at this early stage (Fig. 5F), further underscoring the need for extended time points to assess potential synergy between CDK8/19 inhibition and AR. Consequently, we cotreated 22Rv1 cells with SEL120-34A and enzalutamide for 18 days. By day 8, the population doubling in the double-treated cells began to decline, and the drug combination demonstrated a significant overall effect over the time course (*P*-value for CDK8/19 inhibition + ENZA vs CDK8/19 inhibition: 0.038) (Fig. 5G). Taken together, these findings suggest that CDK8/19 inhibition modulates the response to enzalutamide in 22Rv1 cells.

## Discussion

Although elements of the Mediator complex have been implicated in multiple oncogenic processes, our knowledge of their specific functions in prostate cancer is limited. Our findings revealed that the downregulation of MED12 inhibits c-Myc signaling and cell proliferation. We showed that MED12 and CDK8/19 inhibition downregulate the AR response and that they both affect prostate cancer cell response to enzalutamide.

These results align with previous studies associating MED12 and CDK8/19 inhibition with reduced cell proliferation (18, 20, 29). Although our study is the first to relate MED12 to c-Myc in prostate cancer, MED12 depletion was already related to c-Myc expression in colon cancer (30). Our RNA-seq analysis revealed that CDK8/19 inhibition differentially modulates c-Myc signaling based on the in vitro model. Previous studies have positively correlated CDK8 and c-Myc expression in cancer (20, 29, 31). While this manuscript was in preparation, Li and colleagues reported that inhibition of the Mediator complex kinase under castration conditions downregulated the Myc pathway in xenograft models of prostate cancer (29). Thus, the results of our study, along with those of Li et al, establish a basis for therapeutic intervention targeting the kinase module of the Mediator complex. c-Myc activation can modulate cell proliferation through various mechanisms, including the regulation of mitochondrial functions (32) and the metabolic changes resulting from AR inhibition (33). For example, c-Myc maintains the glycolytic activity (33) and increases the expression of key fatty acid synthesis genes, such as ATP citrate lyase, acetyl-CoA carboxylase alpha, and fatty acid synthase (34), thus promoting prostate cancer progression (35).

MED12 knockdown and CDK8/19 inhibition downregulated the AR activity in our 3D models. Other researchers have also recognized the value of 3D models for studying the androgenic regulation in vitro (36, 37). MED12 affected the AR target genes *FKBP5* and *TMPRSS2* to a lesser extent than *KLK3*. This differential regulation may reflect the variable AR cofactors that are required for their expression. For example, the cofactors NCOA2 and NCOA7 are important modulators of *KLK3* mRNA expression in VCaP cells (38), whereas *TMPRSS2* expression can occur in an AR-independent manner (39).

Surprisingly, MED12 inhibition increased AR-FL expression in LNCaP cells. This could indicate a compensatory mechanism of the cells or suggest that MED12 might play a dual role depending on the cancer stage. However, it is noteworthy that combination with enzalutamide led to an additive effect. In 22Rv1 cells, MED12 knockdown consistently decreased AR-V7 protein expression, while AR-FL expression remained stable. AR-V7 is upregulated during antiandrogen resistance and modulates the proliferation and motility of prostate cancer cells (40), as well as cell sensitivity to cabazitaxel (40). Recent studies have also revealed that AR-V7 does not merely mimic AR-FL activity but can activate a unique set of target genes (41, 42).

We demonstrated that CDK8/19 inhibition partially resensitized 22Rv1 cells to enzalutamide. This finding aligns with the study of Offermann et al, which showed that CDK8/19 inhibition combined with bicalutamide, an AR inhibitor, additively reduced cell proliferation (22).

To our knowledge, MED12 and CDK8/19 may influence the androgen and enzalutamide responses through both AR-V7-dependent and -independent mechanisms. Some Mediator complex subunits, such as MED1 and MED19, are cofactors of AR and enhance its transcriptional activity in prostate cancer (9, 43). However, MED12 and CDK8/19 belong to the kinase module of the Mediator complex; therefore, their inhibition may disrupt the phosphorylation events that modulate the activity of AR and its variants (AR-Vs). Multiple kinases are already known to phosphorylate AR and AR-Vs, thus modulating their activity and protein stability (44). Considering the involvement of c-Myc in AR activity and enzalutamide resistance, MED12 may also influence these processes in a c-Myc-mediated manner (45). c-Myc overexpression contributes to suppression of AR activity, with low AR activity and high c-Myc being typical signatures of aggressive prostate cancer (46). 

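In PC3 cells with siMED12, 4 of 187 measured genes of the oxidative phosphorylation list fell, a share like that of all genes tested (212 of 9039). ATP5MC1, a subunit of ATP synthase, had 161 ± 28.7 CPM (SD, n = 3) with siMED12 and 259 ± 30.2 CPM (SD, n = 3) with siCtrl, a log2 fold change of −0.68 (SE 0.15, adjusted p = 0.0121 from edgeR). NDUFB8, a subunit of respiratory complex I, had −0.98 (SE 0.25, adjusted p = 0.0281), OXA1L, which inserts proteins into the inner mitochondrial membrane, −0.66 (SE 0.18, adjusted p = 0.0347), and PHB2, a prohibitin of that membrane, −0.53 (SE 0.13, adjusted p = 0.0232). Over the list, 126 of 187 measured members lay below 0 in PC3 cells and the median log2 fold change was −0.13.
ATP5MC1 lies on chromosome 17 of GRCh38 from 48892765 to 48895871 and NDUFB8 on chromosome 10 from 100523740 to 100530000. With DESeq2 the adjusted p was 0.135 for NDUFB8, 0.109 for OXA1L and 0.0507 for PHB2. In PC3 cells 183 members did not pass, 3 were lower when adjusted over the list alone, and 5 were higher and 27 lower with the replicate block (camera adjusted p = 0.00194, and adjusted p = 0.333 with an estimated correlation). In 22Rv1 cells 0 of 179 members passed with edgeR, also when adjusted over the list alone, with 13 at an unadjusted p under 0.05 and 0 with DESeq2. The median there was −0.08 (camera adjusted p = 0.0662, and adjusted p = 0.460 with an estimated correlation). In LNCaP cells 0 of 183 members passed with edgeR, also when adjusted over the list alone, with 16 at an unadjusted p under 0.05, 0 with DESeq2, and 3 higher and 3 lower with the replicate block. The LNCaP list had 109 members below 0 and did not pass (camera adjusted p = 0.317, and adjusted p = 0.779 with an estimated correlation). The response was lower in PC3 than in LNCaP cells by a median of −0.07 (camera adjusted p = 0.0265, and adjusted p = 0.507 with an estimated correlation), and PC3 and 22Rv1 did not differ past the threshold (camera adjusted p = 0.547). The share of counts from mitochondrial genes was 7.37% ± 1.69 (SD, n = 3) with siMED12 and 8.22% ± 1.49 (SD, n = 3) with siCtrl in PC3, and ran from 13.1% to 15.6% and from 12.5% to 13.5% over the 3 libraries of each group in LNCaP. In 22Rv1 cells it was 12.7% in both groups, with SDs of 4.41 and 5.37. With all 21 libraries in 1 fit the 22Rv1 list passed (adjusted p = 0.0264), as it did without siCtrl replicate 2 (adjusted p = 0.0141), siCtrl replicate 3 (adjusted p = 0.00890) or siMED12 replicate 1 (adjusted p = 0.0170). With fry the PC3 list did not pass (adjusted p = 0.0955).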

According to our RNA-seq data, MED12 knockdown inhibits OXPHOS. Since enzalutamide-resistant cells primarily rely on OXPHOS for their growth, MED12-mediated regulation may increase the cell sensitivity to enzalutamide (47).

The MED12 and CDK8/19 subunits not only belong to the kinase module but are also essential for the kinase activity (16, 17, 48). Consistent with this knowledge, we observed that their inhibition partially altered the same cancer-promoting pathways (eg, the Myc pathway, E2F targets, and G2M checkpoints). However, these alterations did not completely overlap. An example is the P53 pathway, which is upregulated only following CDK8/19 inhibition. A potential explanation for this differential outcome may be the Mediator complex-independent functions of MED12. For instance, Huang et al showed that MED12 can translocate to the cytoplasm and regulate the TGF-β receptor (49). This phenomenon might be amplified by the overexpression of MED12 observed in advanced prostate cancer by Adler et al (18).

Our findings regarding the impact of CDK8/19 on prostate cancer suggest promising avenues for therapeutic interventions. SEL120-34A, the CDK8/19 inhibitor used in our study, is currently in a phase 1B clinical trial (NCT04021368) for acute myeloid leukemia. Although in vivo studies are beyond the scope of our research, our results may provide the basis for in vivo assessment of SEL120-34A feasibility for prostate cancer treatment.

Despite providing novel insights into the role MED12 and CDK8/19 in prostate cancer, our study has several limitations. Future research should aim to determine the effects of MED12 and CDK8/19 inhibition on AR signaling and enzalutamide responses over an extended period. Clarifying the roles of MED12 and CDK8/19 in modulating AR and AR-Vs is crucial for understanding their impact on prostate cancer. Addressing these questions requires further study on other AR-positive cell lines.

In conclusion, our study highlights the involvement of MED12 and CDK8/19 in c-Myc, AR activity, and cell response to enzalutamide in prostate cancer. These findings provide a valuable understanding of potential therapeutic targets for future research.

## Data Availability

Datasets generated and/or analyzed in the current study are available in the NCBI GEO database using accession numbers GSE269070, GSE269071, GSE269072, and GSE269 073.

How the deposited data were processed for this re-analysis (not part of the article)

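RNA from LNCaP, 22Rv1 and PC3 cells was measured by BRB-seq 3 days after transfection, in 21 libraries forming 7 groups of 3 replicates. The cells received control siRNA (siCtrl) or siRNA against MED12 (siMED12), or in a further LNCaP group siRNA against AR (siAR). The authors aligned and counted the reads with STARsolo on GRCh38.p13 with Gencode release 43. The authors deposited a table of counts, whose unit is the raw count per gene and library, for 62703 genes. The authors also deposited a table in log2 CPM for part of these genes, by a rule for choosing them that is not given. Its values differed by at most 0.0384 from edgeR's log2 CPM with TMM scaling and a prior count of 2 over the same genes, and it was used only for 1 alternative. Whether the counts are of reads or of molecular identifiers is not given. Gene coordinates came from Gencode release 44, a later release than that of the counts, which covered 99.9% of the gene identifiers. Gene symbols were those of the deposited table of counts.
Total counts ran from 242334 to 1204182 per library. The siAR libraries had 564206 to 911356 counts (median 871329). On simulated data made from these counts, with changed genes drawn at a mean log2 CPM above 5, edgeR recovered 38.8% of genes changed 1.5-fold in LNCaP, 13.8% in 22Rv1 and 29.9% in PC3. For genes changed 2-fold it recovered 82.1%, 65.2% and 86.6%, and for 4-fold 100%, 98.4% and 100%. Calls on genes not changed in the simulation were 23 of 170 in LNCaP, 9 of 123 in 22Rv1 and 7 of 151 in PC3. In LNCaP and 22Rv1 this share lay above the threshold of 0.05. DESeq2 made 5 such calls of 126 in LNCaP, 2 of 90 in 22Rv1 and 0 of 121 in PC3. A difference between lines of 2-fold was recovered for 29.9% to 38.8% of genes and one of 4-fold for 83.3% to 84.8%. A smaller difference between lines was thus mostly not detectable with these libraries.
Each comparison (siMED12 against siCtrl in each line, siAR against siCtrl and siMED12 against siAR in LNCaP) was fitted by itself to its 6 libraries in R 4.3.3 with edgeR 4.0.16, with TMM scaling, filterByExpr (minimum count 10, minimum total 15) and the two-sided quasi-likelihood test, adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Differences between lines were tested as interaction terms in 1 fit of the 18 libraries of siMED12 and siCtrl. Its filter can keep a gene with few counts in a line compared, and such genes enter the list medians of these differences. Error values are SDs over 3 libraries. SE is the absolute log2 fold change divided by the square root of the quasi-likelihood F, which is unstable for changes near 0. CPM of MED12 and MYC are scaled by TMM over all 21 libraries and those of other genes over the 6 libraries of their comparison. The p-values measure the spread between the labelled replicates, except with no filter on low counts and, for the most part, with the replicate block described below. With no filter they equal those of a normal distribution, so a gene's own spread has no weight. The paper states for its experiments in general that at least 3 biological replicates were made unless otherwise noted.
The replicate numbers were checked as pairs by the correlation across genes of each library's departures from its group mean, for the same number in both groups. The correlations for replicates 1, 2 and 3 were 0.170, 0.198 and 0.174 in LNCaP (highest for unlike numbers −0.0406) and 0.240, 0.141 and 0.128 in PC3 (0.0620), above the limit of 0.1 set for pairing. In 22Rv1 they were 0.370, 0.0835 and 0.152 (0.0865), for siAR 0.0708, 0.0754 and 0.158 (0.00758), and for siMED12 against siAR 0.0944, 0.161 and 0.206 (−0.0118), not all above it. The fits described above had no block in any line, so for siMED12 in LNCaP and PC3 they leave out a pairing that this check found. The replicate block was an alternative, given beside the LNCaP and PC3 results of siMED12. It leaves 2 residual degrees of freedom per gene in place of 4, and its prior degrees of freedom rose from 18.3 to 276 in LNCaP and from 19.1 to 683 in PC3. A gene's own spread between replicates thus has little weight in the block's p-values there.
Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over 20 lists, and again with a correlation estimated for each list, with which no list call held in any of the 5 comparisons (lowest adjusted p = 0.0867). The lists were written from memory before the data were examined. After hallmark sets came MYC targets v1, MYC targets v2, E2F targets, G2M checkpoint, mTORC1 signaling, oxidative phosphorylation and androgen response. The other 13 were p53 targets, interferon response, cholesterol biosynthesis, fatty acid synthesis, ATF4 and unfolded protein response, TGF-beta response, Wnt targets, Mediator subunits, cytosolic ribosomal proteins, glycolysis and hypoxia, neuroendocrine markers, luminal prostate identity and PC3 identity. The published hallmark sets were not used here, and 1 list symbol had no match in the counts.
Genes were named by a rule fixed in advance: up to 10 per direction with the largest change among genes past the threshold with a mean log2 CPM of at least 4 and no overlap between the groups, up to 4 changed members per list, 5 androgen response members in the differences between lines, genes that passed in all 3 lines, and genes the paper names.
The alternatives tried were RLE size factors, DESeq2 1.42.0, limma-trend on the deposited log2 CPM, no filter on low counts, at least 10 counts in every library, all 21 libraries in 1 fit, the replicate block, each library left out in turn, and for lists also the estimated correlation, fry and the removal of genes shared between the 7 lists. Later additions took out mitochondrial genes, used limma-voom with the replicate block, and left out both 22Rv1 replicate 1 libraries. Counts of short 3′ tags from genes with close copies, such as ribosomal protein genes and their pseudogenes, can be assigned to either. The full-transcriptome RNA-seq of 22Rv1 cells and the protein, viability and tissue data were not analysed here.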

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

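The fits without both 22Rv1 replicate 1 libraries were chosen only after their low mitochondrial shares had been seen, and the splits that part every pair in both PC3 and LNCaP only after the counts of genes had been seen, as was the sorting of splits by whether they mixed the groups of both lines.
Cytosolic ribosomal protein genes, which the paper does not discuss, were lower with siMED12 in PC3 cells: 34 of 76 measured members fell and 42 did not pass, with 62 lower when adjusted over the list alone and 61 lower with the replicate block, a median log2 fold change of −0.38, a camera adjusted p = 3.40e-33 and an adjusted p = 0.235 with an estimated correlation. The fall was deeper in PC3 than in LNCaP (median difference −0.31, camera adjusted p = 6.43e-23, and adjusted p = 0.271 with an estimated correlation) and than in 22Rv1 (−0.31, adjusted p = 5.71e-21, and adjusted p = 0.165 with an estimated correlation). The tables argue against library size, since the highest adjusted p of 20 thinnings of every library to 642592 counts was 9.32e-33 from camera. They argue against GC content and transcript length as the whole cause, since the median after that trend was taken off was −0.34 (interval −0.36 to −0.31). The interval came from resampling the list's genes within 1 fit, so it takes genes as independent and holds no spread between libraries. Over bins of mean expression the tables also argue against level, since the median lay at percentile 0 of 10000 random lists matched by bin (lowest −0.25). The highest bin held 63 genes of the list and 389 other genes, so level within that bin was not matched and stays open. The tables argue too against counts moving to pseudogenes, whose summed level changed by −5889 CPM (24732 ± 1657 with siMED12 and 30621 ± 667 with siCtrl, SD, n = 3) while that of the ribosomal protein genes changed by −22513 CPM. An effect of siMED12 on ribosomal protein mRNA in PC3 cells may explain the pattern, as a hypothesis found and tested on the same data.
Cholesterol biosynthesis genes responded to siMED12 differently between the lines, lower in 22Rv1 than in LNCaP over 26 measured members (median difference −0.28, camera adjusted p = 8.54e-06, and adjusted p = 0.245 with an estimated correlation) and higher in PC3 than in 22Rv1 (0.34, adjusted p = 1.62e-06, and adjusted p = 0.105 with an estimated correlation). Against siCtrl the list was higher in LNCaP (24 measured, TM7SF2 rose and 23 did not pass, 2 higher when adjusted over the list alone, 4 with the replicate block, median 0.23, camera adjusted p = 8.09e-04, and adjusted p = 0.308 with an estimated correlation) and in PC3 (26 measured, DHCR24 and DHCR7 rose and 24 did not pass, 3 higher when adjusted over the list alone, 4 with the replicate block, 0.25, adjusted p = 0.00226, and adjusted p = 0.235 with an estimated correlation), and lower in 22Rv1 (23 measured, INSIG1 fell and 22 did not pass, 1 lower when adjusted over the list alone, −0.21, adjusted p = 0.0260, and adjusted p = 0.390 with an estimated correlation). Without both replicate 1 libraries the Cholesterol biosynthesis list in 22Rv1 siMED12 vs siCtrl no longer passed (adjusted p = 0.219). Fry ended the calls of this list in LNCaP (adjusted p = 0.277) and 22Rv1 (adjusted p = 0.241), and the PC3 call held (adjusted p = 0.0142). For 22Rv1 against LNCaP the tables argue against 22Rv1 replicate 1 (adjusted p = 0.00241 without both of its libraries) and against GC content and length (median −0.37 with that trend taken off, interval −0.62 to −0.27). That interval too came from resampling the list's genes and holds no spread between libraries. Library size stays open, since of 20 thinnings to 242334 counts 19 passed and the highest adjusted p was 0.131. A difference between the cell lines themselves stays open too and was not tested.
Androgen response genes responded higher in PC3 than in 22Rv1 over 92 measured members (median difference 0.21, camera adjusted p = 7.10e-04, and adjusted p = 0.170 with an estimated correlation) and lower in 22Rv1 than in LNCaP (−0.20, adjusted p = 0.0120, and adjusted p = 0.541 with an estimated correlation), the latter no longer without both 22Rv1 replicate 1 libraries (adjusted p = 0.0797). The 92 members passed the filter of the 18-library fit, while 79 passed in PC3, 69 in 22Rv1 and 82 in LNCaP fitted alone. In PC3 cells against siCtrl, KRT8, SPDEF, DHCR24 and SEC24D rose, AKAP12 and HPGD fell and 73 of 79 did not pass, with 6 higher and 4 lower when adjusted over the list alone and 14 and 5 with the replicate block (median 0.11, camera adjusted p = 0.0286, and adjusted p = 0.333 with an estimated correlation). The call ended without siCtrl replicate 2 (adjusted p = 0.0621), siCtrl replicate 3 (adjusted p = 0.181) or siMED12 replicate 1 (adjusted p = 0.0835). It also ended with fry (adjusted p = 0.140), without genes shared between lists and with all 21 libraries in 1 fit. For PC3 against 22Rv1 the tables argue against 22Rv1 replicate 1 (adjusted p = 0.00801 without both of its libraries, median 0.15) and against the 9 members shared with the lipid lists as the whole cause (adjusted p = 0.0336 with the other 83). Library size stays open, since of 20 thinnings to 242334 counts 18 passed and the highest adjusted p was 0.174, as does a difference between the lines themselves, which was not tested.
By the interaction terms 4 genes differed in their response between PC3 and LNCaP and 13 between PC3 and 22Rv1, among 10881 tested, and with the replicate block 57 were higher and 88 lower in PC3 than in LNCaP, and 76 higher and 68 lower in PC3 than in 22Rv1. Without both 22Rv1 replicate 1 libraries 6 of the 13 still passed, all higher in PC3. Between PC3 and LNCaP these were KCNMA1 (difference of log2 fold changes −2.18, SE 0.25, adjusted p = 3.50e-07 from edgeR), MT2A (1.33), COL1A1 (2.40) and SPDEF (1.34), the last 3 with an adjusted p = 0.0249. Between PC3 and 22Rv1 they were KRT7 (2.16, SE 0.25, adjusted p = 6.98e-07), DKK1 (1.82), MT2A (1.71), RHOF (1.36), CNN3 (1.35), PDIA4 (1.27), KRT8 (1.22), SFN (1.22), MANF (1.13), CALR (0.87), ACTB (0.87), IGFBP2 (−0.88, adjusted p = 0.0454) and RPS25 (−1.21). Apart from the androgen response members SPDEF and KRT8, these genes were chosen after their values were seen. Between 22Rv1 and LNCaP 0 genes passed with edgeR, against 603 at an unadjusted p under 0.05, while with the replicate block edgeR called 6 higher and 16 lower in 22Rv1, and no other tool was run on the differences.
These counts were set beside other splits of the libraries within the lines, without the block. A split that leaves the groups of 1 line whole keeps that line's response, so it does not show what chance gives. Over 34 drawn splits, the real one included, 5 gave a count as large for PC3 and LNCaP (real 4, highest other 18), and 2 of these were among the 30 that mixed the groups of both lines, so chance cannot be excluded for this count. For PC3 and 22Rv1 2 gave a count as large (real 13, highest other 36), but the other of the 2 left PC3 whole, and the 31 that mixed both lines gave at most 2 genes. For 22Rv1 and LNCaP the real count is 0, which all 34 splits reach (highest other 27), so the splits say nothing there. The replicate numbers pair the libraries in PC3 and in LNCaP, and 32 splits part every pair in both. Of these, 4 gave a count as large without the block (real 4, highest other 216) and 4 with it (real 145, highest other 830), and all of the others as large left PC3 whole. The highest came from swapping both groups of LNCaP whole, which adds the responses of the lines in place of subtracting them. The 18 that mixed both lines gave at most 2 genes without the block and 3 with it. Mixed groups also hold the responses as spread within the groups, which lowers their counts, so whether chance gives the 13 genes or the blocked 145 stays open. No split was run with the block for the differences that involve 22Rv1, whose numbers do not all pair.
Of the 20 lists, 5 differed in response between 22Rv1 and LNCaP, 10 between PC3 and LNCaP and 11 between PC3 and 22Rv1, and with an estimated correlation none of these passed (lowest adjusted p = 0.245, 0.271 and 0.105 from camera). Besides the lists above, MYC targets v2 was lower in 22Rv1 than in LNCaP (median difference −0.16, camera adjusted p = 7.27e-04, and adjusted p = 0.541 with an estimated correlation), and mTORC1 signaling was higher in PC3 than in LNCaP (0.15, adjusted p = 0.0142, and adjusted p = 0.307 with an estimated correlation) and in 22Rv1 (0.22, adjusted p = 2.22e-05, and adjusted p = 0.105 with an estimated correlation).
Other lists also passed against siCtrl. ATF4 and unfolded protein response genes were lower in LNCaP (36 measured, 0 passed with edgeR or DESeq2, 9 at an unadjusted p under 0.05, 4 lower when adjusted over the list alone, 5 with the replicate block, median −0.21, camera adjusted p = 0.00145, and adjusted p = 0.672 with an estimated correlation). In 22Rv1 PDIA4 fell and 32 of 33 did not pass, with 9 lower when adjusted over the list alone (median −0.33, camera adjusted p = 5.19e-08, and adjusted p = 0.0867 with an estimated correlation). In PC3 8 fell and 30 of 38 did not pass, with 17 lower and 1 higher when adjusted over the list alone and 19 and 1 with the replicate block (median −0.46, camera adjusted p = 7.96e-07, and adjusted p = 0.385 with an estimated correlation). Fry ended the calls of this list in LNCaP (adjusted p = 0.641) and PC3 (adjusted p = 0.245), and the 22Rv1 call held (adjusted p = 0.0285). Ribosomal protein genes were lower as a list in LNCaP (77 measured, 0 passed with edgeR or DESeq2, also when adjusted over the list alone, 5 at an unadjusted p under 0.05, 3 lower with the replicate block, median −0.08, camera adjusted p = 0.0135, and adjusted p = 0.779 with an estimated correlation). Fatty acid synthesis genes were lower in 22Rv1 (15 measured, 0 passed with edgeR or DESeq2, 5 at an unadjusted p under 0.05, 3 lower when adjusted over the list alone, median −0.25, camera adjusted p = 0.0349, and adjusted p = 0.239 with an estimated correlation). Without both replicate 1 libraries the Fatty acid synthesis list in 22Rv1 siMED12 vs siCtrl no longer passed (adjusted p = 0.135). Fry ended this call (adjusted p = 0.144) and that of ribosomal proteins in LNCaP (adjusted p = 0.641).
Luminal prostate identity genes were lower in 22Rv1 (KLK2 and KLK4 fell, 11 of 13 did not pass, 2 lower when adjusted over the list alone, median −0.12, camera adjusted p = 0.00365, and adjusted p = 0.0935 with an estimated correlation). They were higher in PC3 (the keratin genes KRT8 and KRT18 rose, 5 of 7 did not pass, 3 higher when adjusted over the list alone, median 0.52, camera adjusted p = 8.84e-05, and adjusted p = 0.303 with an estimated correlation). Interferon response genes were higher in PC3 (HLA-B, TAPBP and GBP1 rose, ISG20 fell, 32 of 36 did not pass, 5 higher and 1 lower when adjusted over the list alone, 7 and 2 with the replicate block, median 0.39, camera adjusted p = 3.27e-05, and adjusted p = 0.235 with an estimated correlation). TGF-beta response genes were higher in PC3 (5 rose, among them COL1A1, 3 fell, 22 of 30 did not pass, 8 higher and 4 lower when adjusted over the list alone, 9 and 4 with the replicate block, median 0.08, camera adjusted p = 0.0362, and adjusted p = 0.470 with an estimated correlation). PC3 identity genes were lower in PC3 (S100A2, CDCP1 and FOSL1 fell, 12 of 15 did not pass, 1 higher and 8 lower when adjusted over the list alone and with the replicate block, median −0.26, camera adjusted p = 0.00102, and adjusted p = 0.235 with an estimated correlation). In PC3 fry ended the calls of luminal prostate identity (adjusted p = 0.108), TGF-beta response (adjusted p = 0.342) and PC3 identity (adjusted p = 0.0799). The calls of interferon response in PC3 (adjusted p = 0.0273) and luminal prostate identity in 22Rv1 (adjusted p = 0.0285) held with fry.
The siAR libraries of LNCaP are not discussed in the paper's text. With siAR against siCtrl 452 genes passed with edgeR, and with siMED12 against siAR 336. Of 80 androgen response genes measured 23 fell with siAR and 57 did not pass, with 2 higher and 33 lower when adjusted over the list alone (median −0.47, camera adjusted p = 6.40e-16, and adjusted p = 0.114 with an estimated correlation).
Splitting the 6 libraries of a comparison in other ways gives 10 splits, too few for a share under 0.05. In LNCaP with siMED12 1 split, the real one, reached its count of 23 genes (highest other 21), and 5 reached its 9 lists (highest other 11). In 22Rv1 1 split reached 43 genes (highest other 2) and 1 reached 12 lists (highest other 8). In PC3 1 split reached 340 genes (highest other 2) and 2 reached 12 lists (highest other 13). For siAR 1 split reached 452 genes (highest other 3) and 1 reached 13 lists (highest other 10), and for siMED12 against siAR 1 split reached 336 genes (highest other 3) and 4 reached 8 lists (highest other 12). Where the replicate numbers pair the libraries, the 3 other splits that part every pair gave at most 0 genes in LNCaP with edgeR and 2 in PC3, and at most 4 and 8 lists. The other 6 splits, which do not part every pair, gave at most 21 genes and 11 lists in LNCaP and 0 genes and 13 lists in PC3.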

How the results depend on the processing

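Taking out mitochondrial genes, limma-voom with the replicate block and leaving out both 22Rv1 replicate 1 libraries were chosen only after the data had been seen. No named gene that passed reversed its direction under any alternative run, and with RLE size factors, the replicate block and mitochondrial genes taken out every named gene that passed still passed (182, 182 and 180 gene results). Named genes that no longer passed were 66 of 180 with DESeq2, 25 of 180 with all 21 libraries in 1 fit, 13 of 180 with limma-trend on the authors' log2 CPM, 7 of 180 with no filter, 1 of 130 with at least 10 counts in every library, 1 of 180 with limma-voom with the replicate block, 10 of 21 without both 22Rv1 replicate 1 libraries and 309 of 1080 when 1 library was left out. The causes were not tested, except where fewer genes, fewer samples or the estimated correlation itself make the change.
The counts of genes depended on the test. With the replicate block edgeR gave 321 genes in LNCaP, 377 in 22Rv1, 1023 in PC3, 792 for siAR, 630 for siMED12 against siAR, 24 in all 3 lines, and 22, 145 and 144 for 22Rv1 minus LNCaP, PC3 minus LNCaP and PC3 minus 22Rv1. DESeq2 gave 7, 15, 163, 225 and 177 in the same first 5 comparisons. Limma-voom with the replicate block gave 279 in LNCaP, 427 in 22Rv1, 954 in PC3 and 755 for siAR. In LNCaP no filter gave 77 and all 21 libraries in 1 fit 9. In 22Rv1 at least 10 counts in every library gave 25, with fewer genes tested, and PC3 minus 22Rv1 gave 6 without both 22Rv1 replicate 1 libraries.
With an estimated correlation 72 of 72 list calls ended. The adjusted p from camera was then, for MYC targets v1, MYC targets v2, E2F targets, G2M checkpoint and mTORC1 signaling, 0.308, 0.468, 0.308, 0.219 and 0.308 in LNCaP and 0.153, 0.0871, 0.0867, 0.0867 and 0.153 in 22Rv1. In PC3 it was 0.476 and 0.469 for MYC targets v1 and v2, 0.732 for E2F targets and 0.333 for oxidative phosphorylation. For androgen response it was 0.153 in 22Rv1, 0.333 in PC3, 0.114 with siAR, 0.541 for 22Rv1 minus LNCaP and 0.170 for PC3 minus 22Rv1.
With fry 8 of 12 list calls held in 22Rv1. Among these were MYC targets v1 (adjusted p = 0.0423), MYC targets v2, E2F targets and G2M checkpoint (0.0285 each). Over all comparisons with siCtrl 33 of 46 list calls ended with fry. The adjusted p was 0.136, 0.292, 0.136, 0.118 and 0.277 for the same 5 lists in LNCaP, 0.0650 for mTORC1 signaling and 0.0906 for androgen response in 22Rv1, and 0.242 for both MYC lists, 0.547 for E2F targets, 0.0955 for oxidative phosphorylation and 0.140 for androgen response in PC3. Without genes shared between lists 5 of 46 ended, among them mTORC1 signaling in LNCaP (adjusted p = 0.159), androgen response in 22Rv1 (0.262) and PC3 (0.0773) and E2F targets in PC3 (0.0746). With at least 10 counts in every library 14 of 72 ended, among them mTORC1 signaling in LNCaP (0.0742) and androgen response in 22Rv1 (0.0929), while androgen response passed for PC3 minus LNCaP (0.00958). With all 21 libraries in 1 fit 4 of 46 ended, among them androgen response in PC3 (0.0517), and oxidative phosphorylation in 22Rv1 passed (0.0264). Without both 22Rv1 replicate 1 libraries 4 of 12 list calls ended in 22Rv1, among them androgen response (0.0833), and 6 of 16 in the differences that involve 22Rv1, among them androgen response for 22Rv1 minus LNCaP (0.0797). With RLE size factors 26 of 26 and with the replicate block 72 of 72 list calls held.
Leaving out 1 library ended 33 of 276 list calls and reversed 1. The LNCaP count ran from 1 to 52 genes, with 14 without siCtrl replicate 1, 52 without siCtrl replicate 2, 1 without siCtrl replicate 3 or siMED12 replicate 2, and 11 without siMED12 replicate 3. The 22Rv1 count ran from 13 to 49, with 24 and 22 without siCtrl replicates 1 and 2 and 13 without siMED12 replicate 2. The PC3 count ran from 111 without siMED12 replicate 2 to 413 without siMED12 replicate 1, with 151 without siCtrl replicate 3. The siAR count ran from 237 without siCtrl replicate 3 to 413 without siAR replicate 1, with 240 without siAR replicate 2.
In LNCaP the adjusted p of mTORC1 signaling ran from 0.00148 to 0.186 (0.186 without siCtrl replicate 1, 0.0786 without siCtrl replicate 3, 0.105 without siMED12 replicate 2). That of androgen response ran from 0.0873 to 0.777, with the sign turned without siCtrl replicate 3 (0.694) and siMED12 replicate 2 (0.493). In 22Rv1 oxidative phosphorylation ran from 0.00890 to 0.710 and passed without siCtrl replicate 2 (0.0141), siCtrl replicate 3 (0.00890) or siMED12 replicate 1 (0.0170). Androgen response there ran from 0.00335 to 0.113 and ended without siCtrl replicate 1 (0.113) or siMED12 replicate 2 (0.0895).
In PC3 E2F targets ran from 2.23e-05 to 0.997, ended without siCtrl replicate 2 (0.211) or siCtrl replicate 3 (0.0674), and turned sign without siMED12 replicate 1 (0.997). G2M checkpoint ran from 0.0144 to 0.692, passed without siCtrl replicate 1 (0.0144), siMED12 replicate 2 (0.0386) or siMED12 replicate 3 (0.0355), and turned sign without siMED12 replicate 1 (0.692). The mTORC1 list ran from 0.438 to 0.997 and turned sign without siCtrl replicate 1 (0.853). Androgen response ran from 0.0130 to 0.181 and ended without siCtrl replicate 2 (0.0621), siCtrl replicate 3 (0.181) or siMED12 replicate 1 (0.0835). Of genes that did not pass, FKBP5 in LNCaP ran from −0.15 to 0.39 on the log2 scale, TMPRSS2 from −0.078 to 0.49 in LNCaP and AR in 22Rv1 from −0.34 to 0.22. TMPRSS2 in 22Rv1 siMED12 vs siCtrl (−0.094 with all 6 libraries) passed the expression filter in only 3 of the 6 fits, where it ran from −0.061 to 0.036.
Among the lines with siMED12, recovery of single genes in simulated data was lowest in 22Rv1, at 13.8% of genes changed 1.5-fold. The smallest 22Rv1 library had 242334 counts. Whether depth or the spread between replicates sets this was not tested.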

Differences from the paper's values

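No test in this part was chosen only after its result was seen, apart from the fit without both 22Rv1 replicate 1 libraries. The gene lists used here were written from memory, so each comparison below is of calls on lists of like name, and the paper's own values were not set beside these.
The paper's Fig. 2A marks mTORC1 signaling as significant in 22Rv1 cells and not in LNCaP. Here it passed in both (camera adjusted p = 1.07e-04 in 22Rv1 and 0.0181 in LNCaP). The LNCaP call ended with at least 10 counts in every library (adjusted p = 0.0742), without genes shared between lists (0.159), with fry (0.277), with an estimated correlation (0.308), and without siCtrl replicate 1 (0.186), siCtrl replicate 3 (0.0786) or siMED12 replicate 2 (0.105), over a range of 0.00148 to 0.186 when 1 library was left out.
Fig. 2A marks oxidative phosphorylation as significant in 22Rv1 and PC3 cells. Here it passed in PC3 (camera adjusted p = 0.00194) and not in 22Rv1 (0.0662), and the PC3 call ended with an estimated correlation (0.333) and with fry (0.0955). In 22Rv1 it passed with all 21 libraries in 1 fit (0.0264), and without siCtrl replicate 2 (0.0141), siCtrl replicate 3 (0.00890) or siMED12 replicate 1 (0.0170), over a range of 0.00890 to 0.710 when 1 library was left out.
From these data the paper reports no significant change of the androgen response set in LNCaP or 22Rv1 cells with MED12 knockdown, and from its separate full-transcriptome data a fall of the set in 22Rv1. Here the list did not pass in LNCaP (camera adjusted p = 0.628) and passed as lower in 22Rv1 (0.0294). The 22Rv1 call ended with at least 10 counts in every library (0.0929), with fry (0.0906), without genes shared between lists (0.262), with an estimated correlation (0.153), and without siCtrl replicate 1 (0.113) or siMED12 replicate 2 (0.0895), over a range of 0.00335 to 0.113 when 1 library was left out. It also ended without both 22Rv1 replicate 1 libraries (0.0833), a choice made after the values had been seen. The paper also states that single genes of the set changed strongly in the AR-positive lines in these data. Here edgeR called 0 of 82 members in LNCaP, and 1 higher and 2 lower of 69 in 22Rv1. DESeq2 called 0 in either line. With the replicate block edgeR called 4 higher and 5 lower in LNCaP, and 4 higher and 8 lower in 22Rv1.
For MYC targets v1, MYC targets v2, E2F targets and G2M checkpoint the camera calls in LNCaP, 22Rv1 and PC3 cells were those of Fig. 2A at the preset correlation, and none held with an estimated correlation (lowest adjusted p = 0.0867). In PC3 the E2F targets list ended without siCtrl replicate 2 (0.211) or siCtrl replicate 3 (0.0674) and turned sign without siMED12 replicate 1 (0.997). The G2M checkpoint list, not called in PC3, passed there without siCtrl replicate 1 (0.0144), siMED12 replicate 2 (0.0386) or siMED12 replicate 3 (0.0355).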

Other observations

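Limma-voom with the replicate block and the fit with mitochondrial genes taken out were chosen only after the data had been seen.
In LNCaP cells siAR lowered AR-driven genes: TMPRSS2, a membrane serine protease, had a log2 fold change of −2.53 (SE 0.39, adjusted p = 1.33e-04 from edgeR, n = 3 per group), the kallikrein gene KLK3 −1.25 (SE 0.25, adjusted p = 0.00243), the homeobox gene NKX3-1 −1.06 (adjusted p = 1.60e-04) and AR itself −0.67 (SE 0.19, adjusted p = 0.0353). For FKBP5 in LNCaP siAR vs siCtrl the log2 fold change was −1.00 (SE 0.31, adjusted p = 0.0580), and its adjusted p over the alternatives ran from 0.0116 to 0.259. It passed with no filter (0.0116), the replicate block (0.0221), all 21 libraries in 1 fit (0.0301), limma-voom with the replicate block (0.0364) and limma-trend on the authors' log2 CPM (0.0459), and without siCtrl replicate 1 (0.0183) or siAR replicate 1 (0.0322). For MYC in LNCaP siAR vs siCtrl it was −0.77 (SE 0.38, adjusted p = 0.272), with a range from 5.85e-04 to 0.893. MYC passed with no filter (5.85e-04), limma-voom with the replicate block (0.00128) and the replicate block (0.00158). It also passed without siCtrl replicate 3 (0.0192) or siAR replicate 1 (0.0490). A gene's own spread between replicates has no weight in the fits with no filter. With siAR 270 genes were higher and 182 lower of 8319 tested (DESeq2 139 and 86). The share of mitochondrial counts was higher in every siAR library (14.2% to 20.3%) than in every siCtrl library (12.5% to 13.5%), and siAR replicate 2 had both the highest share and the lowest total of these libraries, 564206 counts. With mitochondrial genes taken out 436 genes passed. Without siAR replicate 2 240 genes passed, without siCtrl replicate 3 237, and without siAR replicate 1 413. Cholesterol biosynthesis (24 measured, 1 rose, 6 fell, 17 did not pass, 1 higher and 12 lower when adjusted over the list alone) had a median of −0.49 (camera adjusted p = 9.55e-07, and adjusted p = 0.249 with an estimated correlation).
Between siMED12 and siAR in LNCaP, 136 genes were higher with siMED12 and 200 lower of 8042 tested (DESeq2 73 and 104). Androgen response genes were higher with siMED12 (81 measured, 23 higher, 58 did not pass, 31 higher when adjusted over the list alone, median 0.47, camera adjusted p = 1.02e-21, and adjusted p = 0.125 with an estimated correlation), and AR mRNA differed by 0.92 (adjusted p = 7.18e-04 from edgeR). Cholesterol biosynthesis was also higher (24 measured, 11 higher, 13 did not pass, 15 higher when adjusted over the list alone, median 0.71, camera adjusted p = 7.33e-16, and adjusted p = 0.125 with an estimated correlation).
Of 7946 genes tested with both siRNAs against the same 3 controls, 9 rose with both, 5 fell with both and 2 moved apart, where the product of shares gives 0.335 and 0.229. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.484, and 50 simulated sets with nothing changed but shared controls gave 0.493 ± 0.0108 (SD). The covariance was 0.0652, above the 0.0365 ± 0.00112 of those sets (highest 0.0388). In these sets edgeR called 0 genes with both siRNAs, which says nothing about common genes, since nothing was changed with either siRNA. Part of the overlap can come from the shared controls. Genes changed by 1 siRNA and brought past the threshold with the other by the shared controls were not simulated.
Some lists did not pass with siMED12 against siCtrl in any line. For p53 targets edgeR and DESeq2 called 0 of 29 in LNCaP, 0 of 19 in 22Rv1 and 0 of 25 in PC3, with 5, 1 and 2 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, while with the replicate block edgeR called 2 lower in LNCaP, 1 lower in 22Rv1 and 0 in PC3 (camera adjusted p = 0.491, 0.908 and 0.590, and adjusted p = 0.779, 0.906 and 0.732 with an estimated correlation). The 22Rv1 p53 median was 0.05 and the test pointed down. For glycolysis and hypoxia both tools called 0 of 28, 22 and 32, with 5, 3 and 6 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, while with the replicate block edgeR called 5 lower in LNCaP, 4 lower in 22Rv1, and 3 higher and 3 lower in PC3 (camera adjusted p = 0.0657, 0.0709 and 0.331, and adjusted p = 0.779, 0.326 and 0.732 with an estimated correlation), and with the replicate block the lists in LNCaP (adjusted p = 0.0262) and 22Rv1 (0.0235) passed, but not with an estimated correlation as well (0.284 and 0.213). Of the Mediator subunits measured (20, 20 and 28), edgeR called MED12 in PC3 and 0 in LNCaP and 22Rv1, where 0 passed at an unadjusted p under 0.05 or with DESeq2, the same numbers when adjusted over the list alone (camera adjusted p = 0.670, 0.143 and 0.838, and adjusted p = 0.779, 0.439 and 0.898 with an estimated correlation).
Some lists that passed in 1 or 2 lines did not pass in the rest. Interferon response had a camera adjusted p = 0.959 in LNCaP and 0.161 in 22Rv1, fatty acid synthesis 0.283 in LNCaP and 0.0945 in PC3, TGF-beta response 0.959 in LNCaP and 0.374 in 22Rv1, luminal prostate identity 0.639 in LNCaP and ribosomal proteins 0.187 in 22Rv1. The LNCaP median of TGF-beta response was −0.05 where its test pointed up, and the 22Rv1 median was 0.06 where its test pointed down. Few members were measured for Wnt targets (5 in LNCaP, 4 in 22Rv1 and 10 in PC3, camera adjusted p = 0.959, 0.0126 and 0.152), neuroendocrine markers (1, 5 and 1, adjusted p = 0.0136, 0.347 and 0.780) and PC3 identity in LNCaP and 22Rv1 (2 and 4, adjusted p = 0.959 and 0.00185). In LNCaP the fatty acid median lay just above 0 where its test pointed down, and the PC3 identity median was −0.04 where its test pointed up. With an estimated correlation no list of this paragraph passed in these lines (lowest adjusted p = 0.0935).
Among siCtrl libraries, 3 per line, MED12 mRNA was higher in PC3 than in LNCaP (log2 difference 0.99, SE 0.37, adjusted p = 0.0224 from edgeR) and did not pass between 22Rv1 and LNCaP (0.38, adjusted p = 0.527) or PC3 and 22Rv1 (0.61, adjusted p = 0.209). The Mediator kinase gene CDK8 was higher in PC3 than in LNCaP (1.24, adjusted p = 0.0123) and did not pass between PC3 and 22Rv1 (0.57, adjusted p = 0.295) or 22Rv1 and LNCaP (0.67, adjusted p = 0.305). Its paralog CDK19 was lower in PC3 than in LNCaP (−2.96, adjusted p = 4.46e-09) and in 22Rv1 (−2.15, adjusted p = 6.62e-05), and lower in 22Rv1 than in LNCaP (−0.82, adjusted p = 0.0263). Of CDK8, CDK19, MED1, MED19, NCOA2, NCOA7, ACLY, ACACA and FASN, 0 passed with siMED12 with edgeR among the 6 tested in LNCaP, 6 in 22Rv1 and 8 in PC3.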
